# Retinal Genomic Fabric Remodeling after Optic Nerve Injury

**DOI:** 10.3390/genes12030403

**Published:** 2021-03-11

**Authors:** Pedro Henrique Victorino, Camila Marra, Dumitru Andrei Iacobas, Sanda Iacobas, David C. Spray, Rafael Linden, Daniel Adesse, Hilda Petrs-Silva

**Keywords:** glaucoma, retinal ganglion cell degeneration, microarray, genes coordination, Notch signaling pathway, complement cascade

## Abstract

Glaucoma is a multifactorial neurodegenerative disease, characterized by degeneration of the retinal ganglion cells (RGCs). There has been little progress in developing efficient strategies for neuroprotection in glaucoma. We profiled the retina transcriptome of Lister Hooded rats at 2 weeks after optic nerve crush (ONC) and analyzed the data from the genomic fabric paradigm (GFP) to bring additional insights into the molecular mechanisms of the retinal remodeling after induction of RGC degeneration. GFP considers three independent characteristics for the expression of each gene: level, variability, and correlation with each other gene. Thus, the 17,657 quantified genes in our study generated a total of 155,911,310 values to analyze. This represents 8830x more data per condition than a traditional transcriptomic analysis. ONC led to a 57% reduction in RGC numbers as detected by retrograde labeling with 1,1′-dioctadecyl-3,3,3,3′-tetramethylindocarbocyanine perchlorate (DiI). We observed a higher relative expression variability after ONC. Gene expression stability was used as a measure of transcription control and disclosed a robust reduction in the number of very stably expressed genes. Predicted protein–protein interaction (PPI) analysis with STRING revealed axon and neuron projection as mostly decreased processes, consistent with RGC degeneration. Conversely, immune response PPIs were found among upregulated genes. Enrichment analysis showed that complement cascade and Notch signaling pathway, as well as oxidative stress and kit receptor pathway were affected after ONC. To expand our studies of altered molecular pathways, we examined the pairwise coordination of gene expressions within each pathway and within the entire transcriptome using Pearson correlations. ONC increased the number of synergistically coordinated pairs of genes and the number of similar profiles mainly in complement cascade and Notch signaling pathway. This deep bioinformatic study provided novel insights beyond the regulation of individual gene expression and disclosed changes in the control of expression of complement cascade and Notch signaling functional pathways that may be relevant for both RGC degeneration and remodeling of the retinal tissue after ONC.

## 1. Introduction

Glaucoma is a multifactorial disease characterized by degeneration of the neurons known as retinal ganglion cells (RGCs) and their long axons which transmit visual information from the retina to the brain [1]. A variety of in vivo animal models have been used to unravel the mechanisms of both RGC degeneration and reorganization of the retina. The animals were subjected to either acute or chronic elevation of intraocular pressure, transection, or crush of the optic nerve, as well as the spontaneous glaucoma-like disease (on mice of the DBA/2J strain) [2,3,4]. However, there has been little progress in developing efficient strategies for neuroprotection in glaucoma. 

The retina is a complex, multilayered tissue of the central nervous system (CNS) composed of diverse neurons, glia, and vascular cells, as well as a rich extracellular matrix. Recent studies of single-cell RNA-sequencing disclosed cell type-specific molecular markers [5]. Laser capture microdissection was also used to isolate individual cells from the retinal tissue and compare genes expressed in RGCs of either normal or glaucomatous rat retina [6]. However, similar to other neurodegenerative conditions [7], mechanisms involved in glaucomatous neurodegeneration appear to depend on a complex interplay of signaling pathways and often involve multicellular networks [8,9,10]. The systemic character of such events suggests that an examination of the whole tissue transcriptional landscape may help guide both further investigations into the pathophysiology, as well as the development of novel therapeutic approaches to glaucoma.

Transcriptional changes following either acute or chronic optic nerve injury have been identified in animal models ranging from zebrafish to non-human primates [11,12,13]. It is usually assumed that insights into functional changes caused by RGC injury in rodents may help elucidate the course of glaucomatous neurodegeneration in humans. Microarray-based transcriptome analyses are currently available for rodent models of glaucoma [6,14,15], retinal and optic disc injury [16,17], and ischemic damage [18].

Overall, the data suggest evolving stages associated with altered gene expression, roughly defined as follows: an acute phase, within hours, with transient upregulation of both immediate/early response genes and inflammatory responses [10,19,20]; a sub-acute phase, between 1 and 3 days, characterized by the expression of cell-cycle and cell death genes [21]; and a late chronic phase, at 5 to 7 days, characterized by the expression of genes involved in structural remodeling of neurons and glia [15,16,22,23,24,25]. In the earliest stage, genes related with triggering of apoptosis have been found to be upregulated in response to retinal injury [22,26,27]. In the sub-acute phase, in line with apoptotic RGC death following optic nerve damage, studies identified upregulation of genes related with the execution phase of apoptosis, as well as downregulation of cytoprotective and anti-apoptotic genes [28]. The upregulated pro-apoptotic genes include caspase 3, *tumor necrosis factor receptor type 1 associated death domain* (*TRADD*), *tumor necrosis factor receptor superfamily member 1a* (*TNFR1a*), and *BCL2 associated X apoptosis regulator* (*Bax*). Downregulated cytoprotective and anti-apoptotic genes include *X-linked inhibitor of apoptosis* (*XIAP*), *mitogen activated protein kinase 1* (*Mapk1*), *Ras/Rac guanine nucleotide exchange factor 1* (*Sos1*), *c-Raf-1*, and *YY1* [29]. In later stages, only elevated intraocular pressure and optic nerve transection models have been explored by microarray analysis, and retinal changes were found to be associated with altered expression of genes with roles in regeneration, synaptic plasticity, axonogenesis, neuronal projections, and neuron differentiation [17,20,30,31,32].

In the present study, we used Agilent gene expression microarrays and deep computational approaches to profile the expression patterns of differentially expressed genes in the rat retina at 14 days after optic nerve crush (ONC) compared to control (CTR) sham operated animals. ONC is an acute, mechanical injury to the nerve that leads to gradual RGC apoptosis and has been widely utilized to examine glaucomatous disease pathophysiology [33]. At 14 days after the lesion, a small number of RGCs remain in the retina, and thus the modified transcriptome is likely to reflect mainly the adaptation of the tissue to the loss of those [34]. 

Enrichment analysis performed in accordance with previous studies [35,36] shows complement cascade and Notch signaling pathway components as major players in the retina 14 days after ONC and, to a lesser extent, also oxidative stress and kit receptor signaling pathways were also altered. We went beyond the enrichment analysis to extract more information of the transcriptome such as the relative expression variability (REV) and the derived gene expression stability (GES). Moreover, we analyzed the coordination of gene expressions within each enriched pathway and with the entire transcriptome to determine the ONC-induced remodeling of the associated genomic fabrics. Thus, for the 17,657 quantified genes, our study generated a total of 155,911,310 values to analyze, that is, 8830x more data per condition than a traditional transcriptomic analysis. The genomic fabric of a given pathway was defined as the transcriptome associated to the most interconnected and stably expressed gene network responsible for that pathway [37]. These deep bioinformatic analyses provide additional insight into the predicted mechanisms for both RGC death and adaptation of the retinal tissue following ONC.

## 2. Materials and Methods

### 2.1. Animal Handling 

Experiments were performed on 8-week-old female Lister Hooded rats (*n* = 43), housed in plastic cages, on a 12-h light–dark cycle, with water and food ad libitum. All experiments were carried out in accord with the ARVO Statement for the Use of Animals in Ophthalmic and Vision Research, and the protocol approved by the Institutional Animal Experimentation Ethics Committee (UFRJ#01200.001568/2013-87).

### 2.2. Optic Nerve Crush

The rats were divided into 2 experimental groups: optic nerve crush (*n* = 24, hereafter denoted by ONC) and control, sham-operated (*n* = 19, denoted by CTR). Rats were deeply anesthetized by intraperitoneal injection of a mixture of xylazine (10 mg/kg body weight) and ketamine (60 mg/kg body weight). Under a stereoscopic microscope, the right optic nerve was accessed through an incision made in the superior orbital rim, and the conjunctiva was dissected with forceps towards the back of the eye to expose the retrobulbar portion of the optic nerve. The lesion was made by crushing the optic nerve for 10 s at 3 mm from the optic disc, using a pair of watchmaker’s forceps. Sham operated rats underwent the same procedure, except that the forceps were not closed. Animals were euthanized 2 weeks after the procedure.

### 2.3. Quantification of Retinal Ganglion Cell Survival

Cell survival was quantified on the basis of retrograde labeling with the lipophilic tracer DiI (1,1′-dioctadecyl-3,3,3,3′-tetramethylindocarbocyanine perchlorate, Invitrogen) in 11 CTR and 16 ONC retinas. DiI was bilaterally injected into the superior colliculus of 1-week-old neonate rats, which led to the labeling of virtually all the RGCs [38]. Seven weeks after DiI injection, rats underwent unilateral ONC. Two weeks after ONC, animals were euthanized by inhalation of carbon dioxide. At this time point, the cells that remained alive were detectable by DiI labeling and quantified. Upon dissection of the eyeballs, retinas in phosphate-buffered saline (PBS; Sigma) were dissected and flattened as whole-mounts by making 4 radial cuts, followed by fixation with 4% paraformaldehyde for 15 min at room temperature, 3 rounds of washing with PBS, and counterstaining with Sytox Green (Thermo Fisher Scientific, Waltham, Massachusetts, USA) to visualize cell nuclei. Whole retinas were mounted vitreal side-up on subbed slides, covered with anti-fading mounting media, and examined in a confocal epifluorescence microscope (LSM 510 Meta, Zeiss) using a Plan-Neofluar 40x/1.3 objective. Eight photos were taken from each quadrant of the retina, of which 2 were from central retina (≈0.9 mm from optic disc), 3 from mid-retina (≈2.0 mm from optic disc), and 3 from peripheral retina (≈3.7 mm from optic disc), to a total of 32 photos per retina. DiI+ RGCs were manually counted in a double-blind manner based on morphology to exclude microglial cells with translocated DiI and averaged across evenly distributed fields of each retina. Statistical analysis was performed through an unpaired two-tailed *t*-test using the software GraphPad Prism 9.0.1 (1992–2021 GraphPad Software, Inc.).

### 2.4. Microarray Gene Expression

Animals were euthanized by inhalation of carbon dioxide. Each retina was freshly dissected with clean instruments and immediately frozen in liquid nitrogen. For each experimental group (CTR or ONC), 4 separated retinas were profiled individually. We applied an optimized protocol [39] for RNA extraction (Qiagen RNeasy mini-kit; Qiagen, Germantown, MD, USA), reverse transcription (adding fluorescent tags), and hybridization onto Agilent G2519F 60mer two-color gene expression rat 4×44k arrays (Agilent, Santa Clara, CA, USA) in the “multiple yellow” design that provides maximum flexibility in comparing the conditions and 100% usage of the resources [40]. RNA concentrations before and after reverse transcription were estimated with a NanoDrop ND2000 Spectrophotometer, and purity was assessed with Agilent RNA 6000 Nano kit in an Agilent 2100 Bioanalyzer (Santa Clara, CA, USA). RIN (RNA Integrity Number) of at least 8.0 was considered as satisfactory. RINs of the selected ONC samples were 8.20, 8.40, 9.10, and 8.50, while those for the CTR samples were 8.40, 8.20, 8.50, and 8.60. In each array, 825 ng of Cy3 (green, g)- or Cy5 (red, r)-labeled RNA from each retina were co-hybridized for 17 h at 65 °C with that of the same experimental group in the combinations: CTR1(g)CTR2(r), CTR3(g)CTR4(r), ONC1(g)ONC2(r), and ONC3(g)ONC4(r). Chips were scanned with an Agilent G2539A dual laser scanner at 5 μm pixel size/20-bit, and raw data were collected with Agilent Feature Extraction software v. 11.1.1.

### 2.5. Data Processing

We disregarded all spots showing signs of local corruption or with foreground fluorescence less than twice their background in any one of the 8 profiled samples. Data were normalized by an in-house-developed, iterative method that alternates intra- and inter-array normalization to the median of the background-subtracted fluorescence of the valid spots until the overall maximum error of estimate reached less than 5% [41]. Normalized expression levels were organized into redundancy groups composed of all spots probing the same gene and represented by the weighted average of the values of individual spots.

The REV (REV = median of the Bonferroni like-corrected chi-squared interval estimate of the pooled coefficient of variation) was taken as a statistical estimate of the expression variability of one gene among biological replicas [42].

(1) $$REV_{i}^{\left(condition\right)}=\underset{\mathrm{correction}\;\mathrm{coefficient}}{\underset{︸}{\frac{1}{2}\left(\sqrt{\frac{r_{i}}{\chi^{2}\left(r_{i};0.975\right)}}+\sqrt{\frac{r_{i}}{\chi^{2}\left(r_{i};0.025\right)}}\right)}}\sqrt{\underset{\mathrm{pooled}\;\mathrm{CV}}{\underset{︸}{\frac{1}{R_{i}}\sum_{k=1}^{R_{i}}{\left(\frac{s_{ik}^{\left(condition\right)}}{\mu_{ik}^{\left(condition\right)}}\right)}^{2}}}}\times 100\%$$

where:

condition = ONC, CTR
*µ_ik_ =* average expression level of gene *I* probed by spot *k* (=1, …, *R_i_*) in the 4 biological replicas
*s_ik_ =* standard deviation of the expression level of gene *I* probed by spot *k*.
*r_i_ =* 4*R_i_* − 1 = number of degrees of freedom
*R_i_ =* number of microarray spots probing redundantly gene *i*

The genes were then ordered according to decreasing variability, such that the first percentile (GES < 1) contained the most unstably expressed and the 100th percentile (GES > 99) the most stably expressed genes [43].

A gene was scored as significantly regulated in ONC with respect to CTR if the absolute fold-change |x| exceeded the cut-off (CUT) computed for that gene (Equation (1)), and the *p* value of the heteroscedastic *t*-test for the equal expressions was < 0.05. Thus, we replaced an arbitrary uniform absolute fold-change cut-off (e. g. 1.5×) for all genes with a value that accounts for the combined contributions of the technical noise and biological expression variability of each gene independently [44]. This composite criterion, in which the cut-offs were computed with Bonferroni-type corrections applied to the redundancy groups [45,46], eliminated most of the false positives without increasing the number of false negatives (Equation (2)).

(2) $$\begin{array}{l} \left|x_{i}^{\left(CTR\to ONC\right)}\right|>\left|CUT_{i}^{\left(CTR\to ONC\right)}\right|=1+\frac{1}{100}\sqrt{2\left({\left(REV_{i}^{\left(CTR\right)}\right)}^{2}+{\left(REV_{i}^{\left(ONC\right)}\right)}^{2}\right)}\;,\;where:\\ x_{i}^{\left(CTR\to ONC\right)}=\left\{\left.\begin{array}{cc} \frac{\mu_{i}^{\left(ONC\right)}}{\mu_{i}^{\left(CTR\right)}} & ,\;\mathrm{if}\;\mu_{i}^{\left(ONC\right)}\geq \mu_{i}^{\left(CTR\right)}\\ -\frac{\mu_{i}^{\left(CTR\right)}}{\mu_{i}^{\left(ONC\right)}} & ,\;\mathrm{if}\;\mu_{i}^{\left(ONC\right)}<\mu_{i}^{\left(CTR\right)} \end{array}\right|\right.\;\mu_{i}^{\left(ONC/CTR\right)}=\frac{1}{R_{i}}\sum_{k=1}^{R_{i}}\mu_{ik}^{\left(ONC/CTR\right)} \end{array}$$

|*a*|= absolut value of *a*

### 2.6. Analysis of Predicted Protein–Protein Interactions

Interactions among proteins encoded by differentially expressed genes were assessed using STRING (https://string-db.org/, [47,48]), which provides uniquely comprehensive coverage and ease of access to information of both experimental and predicted interaction. A protein–protein interaction network was constructed, in which the interactions of ONC vs. CTR differentially expressed genes (DEGs) were mapped to STRING on the basis of information including the sequence characters and structures. Each protein–protein interaction stored in the STRING database receives a confidence score between zero and one. These scores indicate the estimated probability that an interaction is biologically significant, specific, and reproducible. To highlight the most biologically relevant interactions, we used a confidence score cut-off of 0.4.

### 2.7. Enrichment Analyses 

PathVisio3 (www.pathvisio.org, [49]) was used to identify pathways significantly altered, and the Gene Ontology Knowledgebase (www.geneontology.org) was used to identify main biological processes, molecular functions, and cellular components affected by ONC. The pathways were ranked on the basis of a standardized difference indicator (Z score). Pathways with Z score > 2 and *p*-value < 0.05 were accepted as significantly altered. Graphical representation of the molecular pathways was based on the Kyoto Encyclopedia for Genes and Genomes (KEGG; www.genome.jp/kegg/, Kanehisa Laboratories, Japan [50]). 

The EnrichR platform (http://amp.pharm.mssm.edu/Enrichr/ [51]) contains a collection of diverse gene set libraries available for analysis and it was used to disclose disease-related perturbations by differentially expressed genes, according to the Gene Expression Omnibus (GEO) database.

Panther (Protein ANalysis THrough Evolutionary Relationships) classification system (http://www.pantherdb.org/) version 15.0 was used to analyze enrichment of genes within a specific subset of genes affected by ONC. 

### 2.8. Coordination of Expression

We used the variation in gene expression among multiple biological replicas to calculate the pair-wise Pearson correlation coefficients p between the levels of expression of gene pairs. Two genes were scored as synergistically expressed if their expression levels had a positive covariance within biological replicas, antagonistically expressed when they manifested opposite tendencies (i.e., negative covariance), or independently expressed when their transcription levels were not correlated (close to zero covariance). In the case of 4 biological replicas, the (*p* < 0.05) significant synergistically expressed genes had ρ > 0.90, antagonistically expressed genes had ρ < −0.90, and independently expressed genes had |ρ| < 0.05. The set of correlation coefficients between the expression level of a particular gene and of each other gene within the biological replicas forms the coordination profile of that gene. The profiles of two genes can be similar, opposite, or neutral. Two genes were considered as having similar coordination profiles when there was significant overlap of their synergistically, antagonistically, and independently expressed partners; genes were considered as having opposite coordination profiles when most of the synergistically expressed partners of one gene were antagonistically expressed partners for the other, and most of the independently expressed partners of one gene were synergistically or antagonistically expressed for the other [45,46].

### 2.9. Quantitative Real-Time PCR

To validate selected genes, we used a new set of animals (*n* = 4 per group) for qRT-PCR. Total RNA (2 μg) isolated from retinas using TRIzol reagent (Invitrogen, Carlsbad, CA, USA) was reversely transcribed into complementary DNA (cDNA) with the SuperScript III Reverse Transcriptase (Invitrogen, Carlsbad, CA, USA). qRT-PCR was performed with SYBR Green Mix (Promega, Madison, WI, USA) in a 7500 Real-Time PCR system (Applied Biosystems, Waltham, MA, UK) in order to detect the expression of *Cd74* (Cd74 molecule, major histocompatibility complex, class II invariant chain), C3 (complement component 3), *Tubb3* (beta-III-tubulin), *Nefm* (neurofilament medium), *Nell2* (neural EGFL-like 2), *Cyba* (cytochrome b-245 light chain), and *Fyn* (FYN proto-oncogene, Src family tyrosine kinase). Results were normalized to the expression of 2 housekeeping genes: rat glyceraldehyde-3-phosphate dehydrogenase (GAPDH) and mitogen-activated protein kinase 1 (MAPK1). Primers were *Cd74* forward 5’- GAACCTGCAACTGGAGAACC-3’; reverse 5’- CTTCGTAAGCAGGTGCATCA-3’; *C3* forward 5’- GCATCAGTCACAGGATCAGGTCA-3’; reverse 5’- ATCAAAATCATCCGACAGCTCTATC-3’; *Tubb3* forward 5’- TATGTGCCCAGAGCCATTC3’; reverse 5’- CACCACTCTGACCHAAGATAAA-3’; *Nefm* forward 5’- GCTGCAGTCCAAGAGCATTG-3’; reverse 5’- CTGGATGGTGTCCTGGTAGC-3’; *Nell2* forward 5’- GGCTTTAGATTGCCCCGAGT-3’; reverse 5’- CGTTCAGGTTCCTGCAGACT-3’; *Cyba* forward 5’- GTGAGCAGTGGACTCCCATT-3’; reverse 5’- GTAGGTGGCTGCTTGATGGT-3’; *Fyn* forward 5’- GACCATGTGAATGTGCTCCG-3’; reverse 5’- ACTGACCTTTTGCCACGACT-3’; *GAPDH* forward 5’- GACATGCCGCCTGGAGAAAC-3’; reverse 5’- AGCCCAGGATGCCCTTTAGT-3’; *MAPK1* forward 5’-TGTTGCAGATCCAGACCATG-3’; reverse 5’-CAGCCCACAGACCAAATATCA-3’.

The PCR program was as follows: denaturation at 95 °C for 5 s, annealing at 60 °C for 30 s, and elongation at 68 °C for 20 s for 40 cycles. Each sample was applied in technical duplicates, and fold changes were calculated using the 2-^(ΔΔCT)^ method of relative quantification. For each gene tested, all experimental and CTR retinas were assessed in the same experiment. The data were normalized to the geometric mean of the 2 housekeeper genes and expressed as fold change. Statistical analysis was performed using GraphPad Prism Software (mean ± standard error of the mean, SEM) using unpaired two-tailed Student’s *t*-test. Differences were accepted as significant when *p* < 0.05.

## 3. Results

### 3.1. Histopathological Observations

At 14 days after ONC, there was a robust loss of RGCs retrogradely labeled with DiI, as expected. CTR retinas displayed an average of 1.780 ± 134 cells/mm^2^, whereas ONC retinas showed a reduction of approximately 60% of RGCs, to 768 ± 65 cells/mm^2^ (Figure 1A–C).

### 3.2. Transcriptomic Alterations in Rat Retina after ONC

The experimental details, as well as both raw and normalized expression data from the microarrays, were deposited and are publicly available at Gene Expression Omnibus (GEO; accession number GSE133563). 

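RNA from 4 retinas of sham-operated rats (CTR) and 4 retinas with optic nerve crush (ONC), taken 14 days after surgery, was labeled with Cy3 (green) or Cy5 (red) and hybridized onto 4 Agilent rat arrays, each holding a retina in either channel. The authors deposited the spot files that the scanner software wrote for each array, and their unit is intensity. For every spot and channel, these files hold the mean brightness of the spot, the median brightness of its local background, and a processed signal that the software had background-subtracted, detrended and dye-normalized within the array. The paper states that normalized data were deposited as well, but the files analyzed hold no values from the in-house normalization of the methods. By the deposited labels, each array carries the CTR and the ONC retina of the same number, with every CTR retina in Cy5 and every ONC retina in Cy3. Condition and dye therefore cannot be told apart under the labels. The methods instead place retinas of the same group on each array, with CTR1, CTR3, ONC1 and ONC3 in green and CTR2, CTR4, ONC2 and ONC4 in red. The label of a channel was taken as its condition in what follows, and CTR and ONC channels are the channels so labeled. Among 42877 spots that are not controls, the median foreground was 468.2 in the channel labeled CTR1, 626.0 in CTR2, 446.6 in CTR3 and 468.1 in CTR4, over median backgrounds between 55.0 and 56.5. In the channels labeled ONC1, ONC2, ONC3 and ONC4, it was 337.3, 494.7, 331.9 and 218.1, over median backgrounds between 26.0 and 29.5. The software marked 77.1% to 79.4% of the spots as well above background in the CTR channels and 66.8% to 79.0% in the ONC channels, lowest in ONC4. Spots with an outlier flag, or with a foreground under 2 times the background in any of the 8 channels, were left out as the methods state. This kept 27371 spots of 18599 probes for 16307 genes. The methods outline the in-house normalization, which alternates scaling to the median within and between arrays, without every step needed to repeat it. Background-subtracted signals were therefore normalized by loess within each array, and each channel was centered on its median. Among the alternatives, scaling each channel to its median without loess comes closest to that outline. Spots of a probe, and then probes of a gene, were averaged on the log2 scale. Markers of RGCs were higher in the channels labeled ONC1, ONC2, ONC3 and CTR2 than in those labeled CTR1, CTR3, CTR4 and ONC4, so a direction given for ONC against CTR is one between labels.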

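The CTR and ONC channels, 4 of each, were compared for 16307 genes by the moderated test of limma on log2 values, with Benjamini-Hochberg adjustment over all genes. At an adjusted p under 0.05, 81 genes were called, of which 38 were higher and 43 lower in the ONC channels. The smallest adjusted p was 0.0418, and 3025 genes had an unadjusted p under 0.05. The count moved most when each channel was only scaled to its median, without loess, which gave 3194 genes. Of these, 71.0% were higher in the ONC channels, against 46.9% of the calls with loess. With the array as a block, 1254 genes were called, 502 higher and 752 lower, and all 81 genes were among them. When retinas were left out in turn, limma called 0 genes without CTR1, CTR2, CTR3, CTR4, ONC1, ONC3 or ONC4, with 2085 to 3252 genes at an unadjusted p under 0.05. Without ONC2, it called 38 genes, 23 of them among the 81. The criterion of the methods, which joins the methods' t-test to a fold-change threshold computed from REV, was met by 510 genes, 248 higher and 262 lower. None of the 510 passed after Benjamini-Hochberg adjustment of that test, which on linear values 2682 genes passed before adjustment. With the p of limma with the array as a block in its place, 535 genes met the criterion, and 383 of them passed after adjustment. The criterion was met by 321 genes without CTR3, 284 without ONC1 and 259 without ONC3.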

Among 17,657 unigenes quantified in our microarrays, expression of 193 (1.1%) was significantly altered in ONC samples with respect to CTR, of which 127 (65.8%) were up- and 66 (34.2%) were downregulated. Table 1 presents the most downregulated 50 genes and Table 2 presents the most upregulated 50 genes. 

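Of the 50 genes in Table 1, 47 were found by name in the files and 43 passed the spot filter. All 43 were higher in the ONC channels, with a median log2 fold change of 0.61. After adjustment over all genes limma called 0 of them, 7 had an unadjusted p under 0.05, and 1 (Tubb3) met the criterion of the methods. Of the 50 genes in Table 2, 47 were found and all of these passed the filter. In the ONC channels, 34 of them were lower and 13 higher, with a median log2 fold change of -0.23. Here limma called 0 genes, 11 had an unadjusted p under 0.05, and 1 (Tacr1) met the criterion. With the array as a block, 3 genes of Table 2 were called, chosen here after their values were seen: Tacr1 at 0.38, C1s at -0.92 and Adamts1 at -0.56. Both tables were drawn from these samples, so these tallies are not independent evidence. Outside them, the largest rises among the called genes with the same direction on all 4 arrays were XR_085974 (log2 fold change 1.49, standard error 0.24), Ahdc1 (1.26, standard error 0.19), Phykpl (1.16, standard error 0.19), Fam155a (0.99, standard error 0.12) and the probe A_64_P020133 (0.95, standard error 0.14). The largest falls were Atg101 (-0.92, standard error 0.13), Arid3b (-0.89, standard error 0.14), ENSRNOT00000035338 (-0.88, standard error 0.11), XM_222985 (-0.86, standard error 0.14) and the probe A_64_P077069 (-0.84, standard error 0.08). Their adjusted p by limma lay between 0.0418 and 0.0438. Fam155a was at 1.60 ± 0.17 (SD, n = 4) in the CTR channels and 2.59 ± 0.19 (SD, n = 4) in the ONC channels, a difference larger than the spread between replicates. By the labels, though, every CTR channel is Cy5 and every ONC channel Cy3. A dye bias of a probe would also give the same direction on all 4 arrays, for which these genes were picked. The differences can therefore not be credited to the crush.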

Quantitative RT-PCR was used to validate two of the highest upregulated genes (*Cd74* and *C3*) and three markers of RGCs (*Tubb3*, *Nefm*, *Nell2*) that were found to be downregulated in ONC retinas as compared to CTR (Table 3). Cd74 and C3 were found to be upregulated by qPCR by 28.56- and 3.24-fold, respectively. *Tubb3*, *Nefm*, and *Nell2* were downregulated by −3.93-, −19.27-, and −4.15-fold in ONC retinas when compared to CTR retinas, consistent with the results of the arrays (Table 3). 

As expected, many of the downregulated genes found in our arrays have been previously described as markers of RGCs [5,6] (Figure 1D,E and Table 4). 

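Of the 17 RGC markers in Table 4, 16 passed the spot filter, and their levels were set against the mean of each gene over the 8 channels. The median of these log2 differences was 0.82 in the channel labeled ONC1, 0.91 in ONC2, 0.88 in ONC3 and -0.99 in ONC4. It was -0.97 in CTR1, 0.72 in CTR2, -0.81 in CTR3 and -0.57 in CTR4. The median log2 ratio of Cy3 over Cy5 of the markers was 1.77 on array 1, 0.15 on array 2, 1.69 on array 3 and -0.23 on array 4, although the labels give every array the same order of dyes. By the labels, 16 of 16 markers were higher in ONC, with a median log2 fold change of 0.85 and values between 0.16 and 2.07. An exact permutation test of the median over the 35 splits of the 8 channels gave a two-sided p = 0.143 (smallest possible 0.0286), and the rotation test of limma (fry) gave 0.166. The camera test, which presets the correlation between genes, gave 1.31e-05, a call that did not hold under fry. Over all genes limma called 0 of the markers, adjusted over the list alone it called 1 (Tubb3), and 2 had an unadjusted p under 0.05. The paper chose the list on these samples, so the count over the list alone is not independent evidence. Without the channel labeled ONC4 the median rose to 1.28 (exact permutation p = 0.0571, fry 0.0291), and with each of the other channels left out it lay between 0.69 and 1.21, with exact permutation p from 0.0857 to 0.286.

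**Figure D1:**
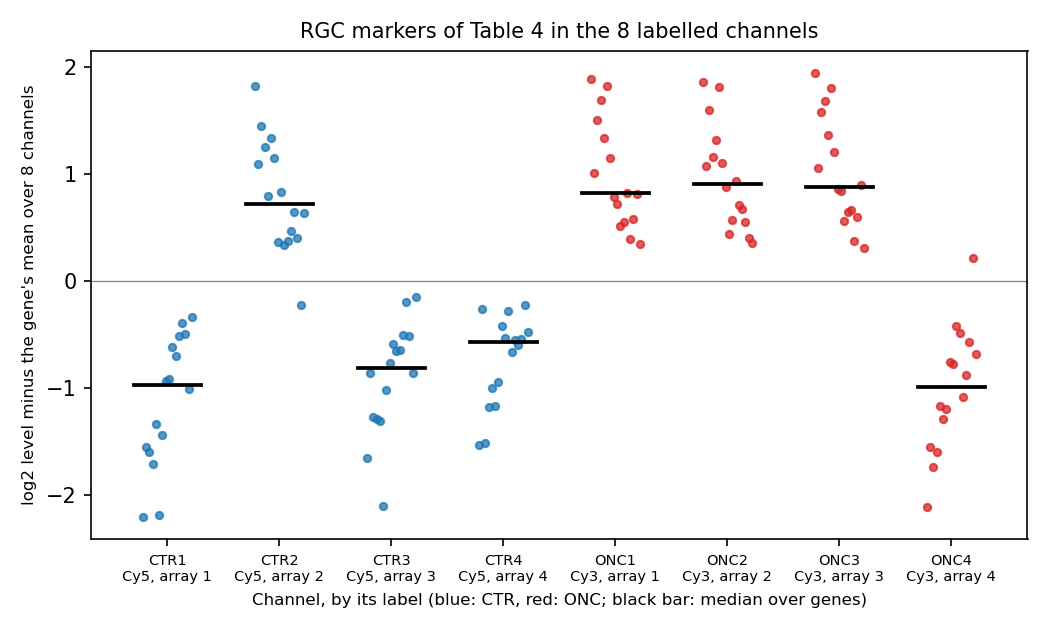
Log2 level of 16 RGC markers of Table 4 in the 8 channels, each gene less its mean over the channels (vertical axis, log2 units). Channels are grouped by label, points are genes and black bars are medians over genes, which are above 0 in ONC1, ONC2, ONC3 and CTR2 (0.82, 0.91, 0.88 and 0.72) and below 0 in the other channels.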

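Among the single RGC genes, Pou4f2 had the largest difference between labels, with a log2 fold change of 2.07 (standard error 0.92, adjusted p = 0.274 by limma). Its log2 level was -2.88 ± 1.64 (SD, n = 4) in the CTR channels and -0.81 ± 1.55 (SD, n = 4) in the ONC channels. Within the CTR channels it was -0.52 in CTR2 and between -4.04 and -3.02 in the others, and within the ONC channels it was -3.14 in ONC4 and between -0.05 and -0.03 in the others. The same channels stood apart in Nefm, at 2.84 in CTR2 against -0.21 to 0.12 in the other CTR channels, and at -0.35 in ONC4 against 2.90 to 2.99 in the other ONC channels. The log2 fold change between labels was 0.79 for Prph, 1.46 for Nefh, 1.47 for Nefm, 1.13 for Nefl and 1.42 for Sncg, with adjusted p between 0.294 and 0.598. It was 0.61 for Thy1, 0.55 for Syt2, 0.16 for Panx2 and 0.62 for Nell2, with adjusted p between 0.513 and 0.828, and Syt2 was not well above background in ONC4. With a retina left out in turn, Prph ranged from 0.41 to 1.44, Nefh from 1.14 to 2.24, Nefm from 1.18 to 2.30, Nefl from 0.84 to 1.72, Thy1 from 0.40 to 0.99, Syt2 from 0.37 to 1.01, Panx2 from 0.03 to 0.42 and Nell2 from 0.39 to 1.21. Ina had a log2 fold change of 0.18 (adjusted p = 0.799), which became -0.03 without CTR1. Tubb3 differed more evenly, with a log2 fold change of 1.16 (standard error 0.22, adjusted p = 0.0575) and a higher level in ONC on 4 of 4 arrays. Its adjusted p was 0.0147 with median scaling alone and 0.0389 with Aquantile normalization between arrays, and over all alternatives it ranged from 0.0147 to 0.384. For Prph, Nefh, Nefl and Thy1, the ONC channel was the higher one on 2 of 4 arrays.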

Notably, 13 RGC markers had the highest downregulation fold changes, as for example, *peripherin* (−12.7x); *neurofilament heavy*, *medium*, and *light polypeptides* (−11.4x, −11.8x, and −6.8x, respectively); *gamma synuclein* (−10.8x); *POU class 4 homeobox 2* (or *Brn3A*, −7.3x); Thy-1 cell surface antigen (−3.9x); *synaptotagmin II* (-2.4x); *tubulin*; *beta 3 class III* (-1.9x); *internexin neuronal intermediate filament protein* (−1.9x); *alpha-internexin* (−1.9x); and *pannexin 2* (−1.89x) ( Table 1; Table 3 and the green points in Figure 1E). In addition, the RGC neurotrophic factor *neuritin 1* [52] was also strongly downregulated after ONC, with a −18.8x decrease when compared to CTRs. 

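The probe of Nrn1 did not pass the spot filter, because its foreground was 1.75 times its background in the channel labeled CTR4. It was 2.03 times the background in CTR1, 26.83 in CTR2 and 2.52 in CTR3, and 31.33, 51.88, 38.20 and 3.01 times in ONC1, ONC2, ONC3 and ONC4. The scanner software marked it as not well above background in ONC4. Without the filter, and with the normexp background correction of limma, Nrn1 had a log2 fold change of 1.81 in ONC against CTR by the labels (standard error 0.93, adjusted p = 0.784 by limma), a size that depends on the background where the spot is dim.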

The EnrichR software, a tool to determine disease-enriched perturbations in the transcriptome that uses the GEO database, showed that among the downregulated genes at 14 days after ONC, the top disease signature was “glaucoma associated with systemic syndromes” (Table S1). These results further validate the characterization of RGC degeneration promoted by ONC.

### 3.3. Protein–Protein Interaction Encoded by the Most Downregulated Genes

We used the STRING platform to predict protein–protein interaction (PPI) networks. Among the downregulated genes, only 22 showed a network of 21 interactions, with a medium confidence score of 0.4. Enrichment analysis using the Gene Ontology database indicated that the main biological processes altered by ONC were intermediate filament cytoskeleton organization, intermediate filament bundle assembly, and response to acrylamide, all of which include neurofilaments (Figure 2A), a major component of the optic nerve axons. Among molecular functions, ONC affected networks of protein binding, binding, and protein heterodimerization activity (Figure 2B). Finally, among cellular components, ONC affected cell projection, axon projection, and neuron projection (Figure 2C). All such functional interactions are consistent with retrograde degeneration as a consequence of ONC.

### 3.4. Protein–Protein Interaction Encoded by The Most Upregulated Genes

Consistent with previous studies [6,15,16,17,25], the group of 50 most upregulated genes (Table 2) includes inflammatory response-related genes, such as Cd74 molecule, major complex, class II invariant chain (25.6x), H-2 class II histocompatibility antigen gamma chain (MHC class II-associated invariant chain) (Ia antigen-associated invariant chain) (Ii) (CD74 antigen) (11.6x), follistatin-like 3 (5.3x), serpin peptidase inhibitor, clade G, member 1 (3.5x), and Eph receptor A2 (3.3x). 

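Cd74 had a log2 fold change of -0.58 in the ONC channels against the CTR channels (standard error 0.84, adjusted p = 0.771 by limma), well within its spread. Its log2 level was 0.17 ± 1.85 (SD, n = 4) in the CTR channels, with -2.54 in CTR2 and values from 0.63 to 1.66 in the others. In the ONC channels it was -0.41 ± 0.86 (SD, n = 4), with 0.87 in ONC4 and values from -1.03 to -0.66 in the others. In the 4 channels whose dye the labels and the methods give alike (CTR2, CTR4, ONC1 and ONC3), the log2 fold change of Cd74 was 0.03, and with a retina left out in turn it ranged from -1.48 to -0.08. TC588776, the second invariant chain entry, had a log2 fold change of -0.28 (standard error 0.83, adjusted p = 0.897), which was 0.21 in those 4 channels, 0.11 without CTR3 and 0.01 without CTR4. Serping1 was lower in ONC on 4 of 4 arrays, with a log2 fold change of -0.84 (standard error 0.26, adjusted p = 0.141). Scaled to the median without loess it was -0.96, with an adjusted p of 0.0372, against a range of 0.0372 to 0.414 over all alternatives. Fstl3, which was not well above background in ONC4, had a log2 fold change of -0.29 (standard error 0.17, adjusted p = 0.407). Without loess its direction changed to 0.47 with an adjusted p of 0.0343, within a range of 0.0343 to 1.0 over the alternatives. Epha2 had a log2 fold change of 0.09 (standard error 0.21, adjusted p = 0.865), which was -0.02 without CTR1 and -0.05 without CTR2.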

Similar to the downregulated set of genes, the EnrichR platform indicated glaucomatous/neurodegenerative transcriptomic profile as the main systemic syndrome or disease (Table S2). Further, PPI analysis showed that out of the upregulated genes, 64 had at least one interaction that formed a network of 129 interactions with a medium confidence score of 0.4 (Figure 3). Followed by enrichment analysis, the main biological processes identified were immune system, regulation of cell proliferation, and innate immune response (Figure 3A). Among molecular functions, binding, protein binding, and ion binding categories presented the most pronounced interactions, with 33, 25, and 24 altered genes, respectively (Figure 3B). As for cellular components, interactions were found in extracellular space, extracellular region, and extracellular region part categories (Figure 3C). Both molecular function and cellular components are consistent with immune system signaling, the main biological process identified among the upregulated genes.

### 3.5. ONC Altered The Stability of Gene Expression

In addition to the average expression level, the REV among biological replicates provided an important parameter of comparison between CTR and ONC retinas. 

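REV, the chi-squared interval estimate of the coefficient of variation in Equation (1), was computed from the normalized values of the 4 retinas of each label for 16307 genes. Its median was 25.1% in the CTR channels and 21.7% in the ONC channels. The quartiles were 16.6% and 37.1% in CTR and 13.6% and 34.7% in ONC. REV was higher in ONC than in CTR for 6762 genes, or 41.5%. With the processed signals of the scanner software the medians were nearly alike, at 22.9% in CTR and 22.59% in ONC. Without the filter on dim spots the medians were 31.68% and 31.19%, and with 3 retinas in place of 4 they rose to between 33.55% and 38.21% in CTR and between 24.15% and 34.74% in ONC, since fewer degrees of freedom widen the interval of Equation (1).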

We found that the REV profile of genes after ONC was very similar to CTR retinas, but with a slight shift towards higher variability (Figure S1A). REV values were then used to estimate the GES of individual genes in each condition. We found a decrease in the number of very stably expressed genes (REV < 10), from 232 in CTR retinas to 48 after ONC. 

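With the threshold of REV under 10%, 1113 genes were very stably expressed in the CTR channels and 2141 in the ONC channels, of which 420 were so in both. Leaving out a retina of the group gave 846 to 1229 genes in CTR. In ONC it gave 2280 without ONC2 and 2610 without ONC4, but 1323 without ONC1 and 1197 without ONC3. The channels labeled ONC1 and ONC3 were the closest pair of all, with a scaled median absolute log2 difference of 0.112 between them over genes, so the larger number in ONC rests in part on this pair. The processed signals of the scanner software gave 1696 very stably expressed genes in CTR and 2061 in ONC, a smaller gap.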

In order to analyze whether the GES values of individual genes were similar between the experimental groups, the GES value for each spot from CTR retinas was plotted against the GES value for the same spot from ONC retinas (Figure S1B). Only a few genes, delimited by the red dotted circles in Figure S1B, displayed clearly distinct GES values between the two conditions. Panther was used to analyze enrichment of the genes within the red dotted circles (Figure S1B), indicating that most of these genes are related to eye structure and development (Table 5). This result is in agreement with the structural changes in the retina after ONC as expressed by RGC degeneration (Figure 1). In particular, *crystallin* genes underwent a dramatic change in their GES, from stable expression in CTR sample (GES > 60) to a very unstable expression (GES < 6), indicating active participation in the retinal changes at 14 days after ONC.

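GES, the percentile of a gene when all genes are ordered from the highest REV to the lowest, was computed for the 6 crystallin genes of the GES comparison that passed the spot filter. Their median GES was 0.7 in the CTR channels and 4.0 in the ONC channels. For Cryaa, GES was 1.5 in CTR and 4.6 in ONC, with REV of 88.1% and 65.4%. For Crybb2, it was 0.8 and 3.3, with REV of 101.9% and 73.3%. GES of Cryba4 was 0.6 in CTR and 1.7 in ONC, that of Crybb3 was 0.6 and 12.7, that of Crygb was 0.1 and 1.1, and that of Crygs was 2.0 and 11.2. The low GES in CTR rested on a single channel: the median level of 13 crystallins was 1.22 in CTR2 (log2, each gene less its mean over the 8 channels), against -0.15, 0.19 and -0.32 in CTR1, CTR3 and CTR4. Without CTR2 the median GES in CTR was 20.3. In the ONC channels the level was -0.52, -0.05, -0.54 and 0.16, and without ONC4 the median GES in ONC was 10.3. From the change in GES, the paper concludes that crystallins take an active part in the retinal changes 14 days after ONC.

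**Figure D2:**
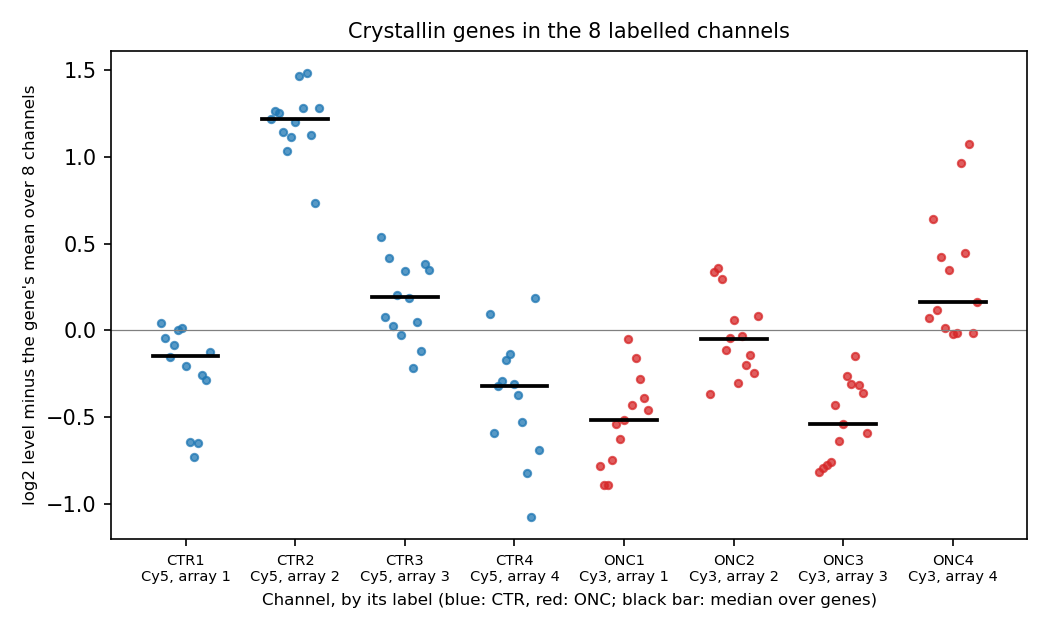
Log2 level of 13 crystallin genes in the 8 channels, each gene less its mean over the channels (vertical axis, log2 units). Channels are grouped by label, points are genes and black bars are medians over genes, the highest being 1.22 in CTR2.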

### 3.6. Pathway Enrichment Analysis in ONC

We used the PathVisio3 platform to identify which biological pathways were the most affected among genes upregulated by ONC. “Complement activation, classical pathway” and “complement and coagulation cascades” pathways appeared with the highest Z scores, followed by “delta-Notch signaling pathway” and “Notch signaling pathways”, all related with immune response (Table 6). Additionally, “oxidative stress” and “kit receptor signaling pathway” were found significantly altered in ONC retinas when compared with controls. In addition, many among the top 50 upregulated genes belonged to the complement cascade and Notch signaling pathways (Table 6). 

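The pathway databases behind these results were not at hand, so lists written by hand from general knowledge before the values were seen stood in for them, and their tests say nothing of the Z scores. Of an oxidative stress list, 26 genes passed the spot filter, with 7 higher and 19 lower in the ONC channels. Their median log2 fold change was -0.14, with p = 0.229 by the exact permutation test, 0.117 by fry and 0.0347 by camera, which did not hold under fry or, at 0.0751, with the array as a block. The permutation p was 0.0286 without CTR4, the smallest possible, 0.543 without CTR3 and between 0.143 and 0.371 without any other retina. The median was -0.02 with median scaling alone. Over all genes limma called 0 of them, adjusted over the list alone it called 7, and 11 had an unadjusted p under 0.05. With the array as a block, it called 4, seen only after the test: Txn2 at -0.50, Mgst1 at -0.44, Maoa at 0.42 and Junb at -0.59. Of a kit receptor list, 54 genes passed the filter, with 21 higher and 33 lower, a median log2 fold change of -0.05 and an exact permutation p = 0.514 (fry 0.432). Scaling to the median alone changed that direction, to a median of 0.08. Limma called 0 genes of this list over all genes, 1 (Grb10, at -0.46) adjusted over the list alone, 6 with the array as a block, and 13 had an unadjusted p under 0.05. A coagulation list of 11 genes had a median log2 fold change of 0.03 and a mean of -0.04, with an exact permutation p = 0.714 (fry 0.890) and 0 calls by limma over all genes, 3 adjusted over the list alone (A2m at -0.83, F5 at 0.36 and Pros1 at -0.42, named after their values were seen), 2 with the array as a block (A2m and F5) and 3 at an unadjusted p under 0.05.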

One representant from “complement cascade” (*C3*), “oxidative stress” (*Cyba*), and “kit receptor signaling” (*Fyn*) pathways were further validated by RT-qPCR (Table 3). We plotted the results obtained with PathVisio3 into pathway templates from either the Kyoto Encyclopedia of Genes and Genomes (KEGG) or WikiPathway to visualize significantly altered genes, both up- and downregulated, in all pathways. We found more significantly upregulated genes (red), with higher fold-change within the “complement cascade pathway”, “Notch-” and “delta-Notch” signaling pathways (Figure 4 and Figure 5, Figure S2) than within oxidative stress and kit receptor signaling pathway (Figures S3 and S4). 

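For the same comparison between labels, a complement list of 21 genes that passed the spot filter had 3 genes higher and 18 lower in the ONC channels. The median log2 fold change was -0.41, with values from -0.92 to 0.22. The test of the list gave p = 0.171 by the exact permutation test over splits, 0.0966 by fry and 7.67e-05 by camera, a call that did not hold under fry. After adjustment over all genes limma called 0 of them, adjusted over the list alone it called 0, and 9 had an unadjusted p under 0.05. With the array as a block it called 3, of which Itgb2, at -0.80, was singled out after its value was seen and the others are C1s and Clu. Without CTR2 the median was -0.62 with an exact permutation p = 0.0286 (fry 0.0134), and with any other retina left out it lay between -0.48 and -0.28. A Notch list of 35 genes had 15 higher and 20 lower, from -0.62 to 0.73, with a median log2 fold change of -0.03 and a mean of 0.01. No test called it, with an exact permutation p = 0.743, 0.920 by fry and 0.812 by camera. The median was 0.08 with median scaling alone and 0.01 without CTR3. Of this list limma called 1 gene over all genes, 6 adjusted over the list alone, 5 with the array as a block and 10 at an unadjusted p under 0.05.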

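All 5 genes measured here, C3, Cfb, C1s, C4a and Serping1, had lower means in the ONC channels than in the CTR channels. C1s had a log2 fold change of -0.92 (standard error 0.24, adjusted p = 0.0979 by limma) and was lower in ONC on 4 of 4 arrays. Its log2 level was 0.19 ± 0.56 (SD, n = 4) in CTR and -0.72 ± 0.12 (SD, n = 4) in ONC. It passed at an adjusted p of 0.0443 with the array as a block and of 0.0330 without loess, in a range of 0.0330 to 0.414 over the alternatives. Cfb had a log2 fold change of -0.49 (standard error 0.18, adjusted p = 0.206), and was the lower channel on 4 of 4 arrays. C3 had a log2 fold change of -0.56 (standard error 0.29, adjusted p = 0.354), and in ONC2 it stood at 2.89 against 1.82 to 1.85 in the other ONC channels. C4a, the C4 entry of the array, had a log2 fold change of -0.33 (standard error 0.23, adjusted p = 0.508). With each retina left out in turn, no direction changed: C1s stayed between -1.08 and -0.69, Cfb between -0.65 and -0.37, C3 between -0.82 and -0.38 and C4a between -0.54 and -0.13.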

In the “complement cascade pathway”, we found no downregulated genes and five significantly upregulated genes (red) belonging to both “classical” and to the “alternative pathways”: *C3* (2.17x), *Cfb* (2.26x), *C1s* (2.43x), *C4* (2.41x), and *Serping1* (3.49x) (Figure 4). 

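Clu had a log2 level of 6.01 ± 0.53 (SD, n = 4) in the CTR channels and 5.28 ± 0.17 (SD, n = 4) in the ONC channels. The log2 fold change was -0.73 (standard error 0.24, adjusted p = 0.150 by limma), lower on 4 of 4 arrays, and with retinas left out in turn it stayed between -0.95 and -0.57. The adjusted p was 0.0449 with the array as a block and 0.0229 with median scaling alone, and it ranged from 0.0229 to 0.535 over the alternatives. For Vtn no value is given, because the scanner software set an outlier flag on its spot in the channels labeled CTR4 and ONC4.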

Two other genes belonging to the “membrane attack complex” were also upregulated: *vitronectin* (1.83x) and *clusterin* (1.71x) (Figure 4A,B). Next, we examined the number of coordination interactions (synergistic and antagonistic) between gene pairs with significant pairwise Pearson correlation coefficients from the “complement cascade pathway”. This analysis allows an estimate of the degree of network interlinkage within the pathway. Expression coordination of two genes may be an indication that the encoded proteins are linked in one or more functional pathways, and therefore their expression levels should be in a particular proportion [53,54]. Among the CTR retinas, we found 29 positive coordinations (“synergisms”), represented by magenta lines in Figure 4A. 

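Pairs of genes with a Pearson coefficient above 0.90 over the 4 retinas of a label were counted as synergistic, as in the methods. No coefficient of a single pair is given, since 4 retinas are too few for it. Of 210 pairs among the 21 complement genes that passed the spot filter, 73 were synergistic in the CTR channels and 25 in the ONC channels.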

After the ONC, the number of synergisms raised to 36, and two independent coordinations were found (black dotted lines, Figure 4B). 

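Antagonistic pairs, with a coefficient under -0.90, were found in every list examined. Among 210 pairs of complement genes there were 10 in the CTR channels and 7 in the ONC channels. Among 595 pairs of Notch genes there were 24 in either group. Oxidative stress genes had 12 and 17 in 325 pairs, and kit receptor genes had 68 and 100 in 1431 pairs. Of 200000 random pairs of all genes, 4.71% were antagonistic in CTR and 6.26% in ONC.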

For all pathways examined in PathVisio3, no negative coordination (“antagonism”) was found, while an increase in positive coordinations was observed following ONC.

We also examined the coordination profiles of all genes from the “complement cascade pathway” against all other genes in our microarray datasets in each experimental condition. Such analysis identifies gene pairs with either similar or opposite coordination profiles on the basis of the overlap of their synergistically, antagonistically, or independently expressed partners. We found that the synergistic coordination among the “complement cascade pathway” genes increased from 21% in CTR retina to 36% after ONC, indicating a stronger alignment of the genes to the network, whereas there were no opposite coordination profiles. 

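As shares of the pairs within the complement list, the synergistic ones came to 34.8% in the CTR channels and 11.9% in the ONC channels. Among 10000 random lists of like size and expression level, the share in CTR was at percentile 100.0 (random median 6.2%) and the share in ONC at percentile 85.3 (random median 8.1%). Without the filter on dim spots the shares were 41.4% in CTR and 27.0% in ONC. With 3 retinas a coefficient above 0.90 is easier to reach, and the share in ONC was then between 17.6% and 18.6% without ONC1, ONC3 or ONC4 and 44.8% without ONC2. In CTR it was 32.9% without CTR2, 42.4% without CTR1, 52.4% without CTR4 and 64.3% without CTR3. From the rise in synergistic coordination that it finds after ONC, the paper concludes that the complement genes are more strongly aligned to the network.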

As an example, the coordination profiles of the pairs *C3*-*C1qb*, *Serping1*-*C1qb*, and *Serping1*-*Vtn* are shown in Figure 4C–E. In CTR retinas, the coordination profiles of the paired genes were neutral (black dots), whereas ONC retinas showed a robust increase in similarity (oranges dots), with *R^2^* values of at least 0.9. 

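The coordination profile of a gene, its coefficients with all other genes over the 4 retinas of a label, was compared across genes for each pair, and genes are not independent replicates. For C3 and C1qb, R squared was 0.624 in the CTR channels and 0.472 in the ONC channels. For Serping1 and C1qb, it was 0.739 and 0.702. Without the filter on dim spots both pairs rose in place of falling, C3 and C1qb from 0.689 in CTR to 0.748 in ONC and Serping1 and C1qb from 0.802 to 0.819. Among 1000 random pairs of genes the median R squared was 0.320 in CTR and 0.474 in ONC, and 8.9% and 13.8% of the random pairs reached 0.9. The pair of Serping1 and Vtn has no value, because the spot of Vtn carried an outlier flag.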

The “delta-Notch” and “Notch signaling pathways” were also significantly altered by ONC, with five genes upregulated when compared to CTR retinas: *Cntf* (1.55x), *Notch1* (1.94x), *Fhl1* (1.53x), *Smad1* (2.12x), and *Dtx2* (1.51x) (Table 6). 

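By the labels, Notch1 had a log2 fold change of -0.20 in ONC (standard error 0.08, adjusted p = 0.204 by limma) and was lower on 4 of 4 arrays, at 1.03 ± 0.06 (SD, n = 4) in the CTR channels and 0.83 ± 0.06 (SD, n = 4) in the ONC channels. Dtx2 had a log2 fold change of -0.27 (standard error 0.12, adjusted p = 0.276) and Cntf of -0.30 (standard error 0.16, adjusted p = 0.364). For Smad1 it was 0.11 (standard error 0.14, adjusted p = 0.707), with the higher level in ONC on 3 of 4 arrays. Fhl1 had a log2 fold change of -0.04 (standard error 0.08, adjusted p = 0.853), which was 0.01 with median scaling alone and -0.25 with linear means over spots, and its 2 probes went opposite ways, at -0.26 and 0.19. Each of the 5 genes kept its direction when a retina was left out, Notch1 between -0.23 and -0.18 and Smad1 between 0.02 and 0.19.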

The WikiPathway template was used to visualize the altered expression in Notch1 and Deltex2 genes (Figure 5A,B), and the number of coordination interactions between pairs of genes by Pearson’s correlations is represented by magenta (synergism) or black dotted (independent coordination) arrows. The number of synergistically expressed gene pairs increased from 20 in the CTR condition to 52 after ONC (Figure 5A,B). 

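Of 595 pairs among the 35 Notch genes that passed the spot filter, 40 (6.7%) were synergistic in the CTR channels and 60 (10.1%) in the ONC channels. Random pairs of all genes rose alongside, from 6.87% in CTR to 9.18% in ONC. Among 10000 random lists of like size and expression level, the Notch list stood at percentile 60.8 in CTR and 74.2 in ONC. With median scaling alone the shares were 7.7% in CTR and 13.4% in ONC, and with normexp background correction 8.2% and 13.6%. With linear means over spots they were 6.2% and 8.1%, and with Aquantile normalization 7.4% and 7.6%, almost no rise. Without the filter on dim spots the direction reversed, with 12.8% in CTR and 10.2% in ONC.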

No independently expressed genes were observed in the ONC dataset. To further assess whether genes in the “Notch signaling pathway” are committed to this network, we examined the coordination profiles of genes from this pathway against all other genes in our microarray datasets in each experimental condition. We found an increase of similar coordination from 22% in CTR retinas to 28% after ONC. As an example, two neutral profiles (black dots) in the CTR retinas for the *Dll1*-*Notch1*, *Dvl3*-*Dtx3*, and *Notch4*-*Notch1* pairs (*R*^2^ = 0.08, 0.18, and 0.63, respectively), changed to similar coordination (orange dots) (*R*^2^ > 0.9) after ONC (Figure 5C–E). These results indicate that ONC induced strong gene networking in the “Notch signaling pathway”. 

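For Notch4 and Notch1, R squared between the coordination profiles was 0.952 in the CTR channels and 0.550 in the ONC channels. It depended on the processing: with normexp background correction it was 0.249 in CTR and 0.053 in ONC, and with no filter on dim spots 0.393 and 0.831. Dll1 and Dvl3 did not pass the filter on dim spots. Without it, Dll1 and Notch1 had an R squared of 0.884 in CTR and 0.914 in ONC, and Dvl3 and Dtx3 had 0.969 and 0.521.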

We performed similar analysis of Pearson’s correlations for genes present in the delta-Notch signaling pathway (Figure S2). 

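The delta-Notch genes measured singly are Notch1, Cntf, Smad1 and Fhl1, and limma called 0 of them in ONC against CTR at an adjusted p under 0.05, with Notch1 alone at an unadjusted p under 0.05 (0.0263). In the wider Notch list, the single gene called over all genes was Dtx3, with a log2 fold change of -0.60 (standard error 0.09, adjusted p = 0.0438). Adjusted over the list alone, Kat2a at 0.73, Hes1 at 0.69, Jag2 at -0.62 and Ep300 at 0.30 were among the genes called beside it, and of these 4, all except Ep300 were also called with the array as a block. These genes were singled out after their values were seen.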

Using KEGG templates, we showed that ONC led to upregulation of four transcripts (*Notch1*, *Cntf*, *Smad1*, and *Fhl1*) and no significant downregulated genes (Figure S2). Whereas the CTR group had 38 synergistic correlations, ONC led to an increase in the number of such interactions to 76 (Figure S2). 

As previously stated, another two pathways were altered by ONC with significant Z scores, as indicated by PathVisio analyses: “oxidative stress” and “kit receptor pathway”. 

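Nfix was lower in the ONC channels on 4 of 4 arrays, with a log2 fold change of -0.43 (standard error 0.15, adjusted p = 0.173 by limma). Its adjusted p was 0.0453 with median scaling alone, against a range of 0.0453 to 0.407 over the alternatives, and in ONC4 it stood at 2.93 against 2.41 to 2.45 in the other ONC channels. Cyba was also lower on 4 of 4 arrays, with a log2 fold change of -0.36 (standard error 0.23, adjusted p = 0.459; -0.48 to -0.16 with a retina left out), at 2.23 ± 0.40 (SD, n = 4) in CTR and 1.87 ± 0.38 (SD, n = 4) in ONC.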

Two genes were significantly upregulated in the “oxidative stress pathway” (*Nfix* and *Cyba*), and no downregulated genes were altered by ONC (Figure S3). In the CTR retinas, *Nfix* showed synergistic interactions with *Xdh* and *Maoa*, which were abrogated in the ONC, where *Nfix* had synergism only with *Cyba* (Figure S3A and Table 3). 

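Among 325 pairs of the 26 oxidative stress genes, 34 (10.5%) were synergistic in the CTR channels and 37 (11.4%) in the ONC channels, at percentiles 96.0 and 81.4 of 1000 random lists of like size and expression level.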

The overall number of synergisms in this pathway was increased from 57 in the CTR to 82 in the ONC groups. 

Finally, we analyzed the kit receptor signaling pathway (Figure S4A). *Cblb*, *Fyn*, and *Tec* were upregulated by ONC, and no significantly downregulated genes were verified in this pathway (Figure S4B and Table 3). 

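Fyn had a log2 fold change of -0.20 between labels (standard error 0.08, adjusted p = 0.221 by limma) and Tec of -0.23 (standard error 0.08, adjusted p = 0.151), each lower in the ONC channel on 4 of 4 arrays. Cblb had a log2 fold change of 0.16 (standard error 0.27, adjusted p = 0.809), with ONC3 at -1.97 and the other ONC channels from -1.03 to -0.97. CTR3, on the same array by the labels, was also the lowest CTR channel, at -1.95 against -1.53 to -1.01 in the others. The direction of Cblb was not stable, at -0.02 without CTR3 and -0.41 in the 4 channels whose dye the labels and the methods give alike.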

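Of 1431 pairs among the 54 kit receptor genes, 136 (9.5%) were synergistic in the CTR channels and 190 (13.3%) in the ONC channels. These shares lay at percentiles 95.1 and 95.7 of 1000 random lists of like size and expression level.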

The number of synergistic correlations was also increased by ONC in this pathway, 43 in CTR and 53 in ONC (Figure S4). We chose one representative gene from each pathway (complement, oxidative stress, and kit receptor signaling) to perform a RT-qPCR validation in a new set of retinas (Table 3) and found that *C3*, *Cyba*, and *Fyn* were consistently upregulated in rat retinas after ONC.

## 4. Discussion

In this study, we conducted a transcriptomic analysis of rat retina at 14 days after ONC, a time point when the population of RGCs was reduced to only 40% of the original population, as compared to controls. We identified differentially expressed genes, at a total of 127 genes significantly upregulated, and 66 downregulated. We examined changes in GES and found a reduction in the number of very stably expressed genes from 336 to 124. Using bioinformatic tools to propose protein interaction (STRING) and main altered molecular pathways (PathVisio3), we found that the complement cascade and Notch signaling pathway were the main affected pathways. Although protein–protein interaction determined with STRING (on the basis of data mining in genome-wide datasets) may be a good predictor of real interactions [48], we deepened our analyses with additional bioinformatics and mathematical modeling of gene networks of ONC retinas, which has been shown by our group to be a consistent method for such predictions. Coordination analysis for both pathways showed an increase in the number of synergistically expressed gene pairs and of genes with similar coordination profile.

Our analysis was carried out on whole-retina extracts, and the transcriptome profiles analyzed represent the adaptations of the retinal tissue to the RGC degeneration promoted by the ONC. Although the observed regulation is triggered by the ONC, which leads to RGC death, changes at 14 days after injury likely involve the activation of the retinal glia (i.e., astrocytes, Müller cells, and microglial cells), and also other retinal neurons besides RGCs, as signs of retinal remodeling. These changes may impact potential treatment strategies to ameliorate the secondary degeneration associated with CNS insults [34].

Unique among transcriptomic studies of the retina is that beyond the regulation of gene expression, we also disclosed REV, changes in GES, and coordination following ONC. GES score ranks the genes according to the strength of the cellular homeostatic mechanisms to keep their expression variability within narrow limits. GES, which includes the most stably expressed genes in the 100th percentile, actually identifies the genes most critical for the survival and phenotypic expression of the tissue. By contrast, the most unstably expressed genes (GES in the first percentile) most likely empower the cell to respond/adapt to the environmental fluctuations [45,46]. Moreover, the expression coordination analysis refines the functional pathways by the identification of gene pairs whose expression fluctuations among biological replicas are positively (synergistically), negatively (antagonistically), or neutrally (independently) correlated. In previous papers [43,45,46], we speculated that genes whose encoded proteins are linked in functional pathways should coordinate their expression to optimize a kind of “transcriptomic stoichiometry”. Changes in the coordination profiles indicate remodeling of the functional pathways [37,42,43,44,45,46,53,54,55]. 

Expression of individual genes depends on local conditions that, although similar, are not identical among biological replicas. We assume that expression of key genes is kept by the cellular homeostatic mechanisms within narrow intervals while that of non-key genes is less restrained to readily adapt to environmental changes. In our results, we found a higher variability in the REV profile of genes with ONC (Figure S1A), as expected in pathological conditions, suggesting that CTR mechanisms are also affected.

Thus, by analyzing GES changes following the ONC, we found clues about retina cells changing priorities in controlling the expression level of certain genes. Our results identified, at 14 days after ONC, that only a few genes presented an altered profile in their GES, with enrichment in genes of eye structure (Table S1). The *crystallin* genes were found to have relevant changes in their GES, thus acquiring a more unstable expression profile. Crystallins have chaperone-like properties involved in an increase of cellular resistance to stress-induced apoptosis [56]. Upregulation and downregulation of crystallin expression has been reported upon different cellular stresses, and those alterations are viewed as a cellular response against environmental and metabolic insults [57,58,59]. Crystallins have been related with both RGCs [60] and amacrine cells [61], supporting its active participation in the remodeling of retinal tissue after injury, possibly through a decrease in resistance to stress, as well as leading to tissue stabilization. Curiously, two other genes presented a drastic change in GES: *Adad2* (GES (CTR) = 79 to GES (ONC) = 5), a gene related with RNA editing [62], and *RGD1308160* (GES (CTR) = 61 to GES (ONC) = 10), a gene that, according to BlastP, has a loose homology with the *Caenorhabditis elegans* gene *smc-4*, involved in chromosome stabilization [63]. These data suggest that both such mechanisms are very active at 14 days after ONC.

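REV of Adad2, which a single probe measures and which was not well above background in ONC4, was 23.9% in the CTR channels and 157.3% in the ONC channels. Its GES was 53.1 in CTR and 0.4 in ONC. The low value rested on the channel labeled ONC3, since GES in ONC was 61.3 without it and 0.3 to 0.4 without any of the other ONC channels. In CTR, GES of Adad2 lay between 37.6 and 85.2 with a retina left out. The files hold no gene under the name RGD1308160.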

Typical RGC-expressed genes, underrepresented in ONC retinas compared to CTR (Figure 1 D,E), reflect RGC death after optic nerve damage. Among the 66 downregulated genes, 20% have been described as expressed by ganglion cells [5,6,20]. Enrichment analysis of the downregulated genes showed cytoskeletal organization as the main biological process, with genes of intermediary filaments and of proteins that interact with them. Neurofilaments are particularly abundant in axons, and essential for their growth, maintenance of caliber, transmission of electrical impulses, velocity of impulse conduction, as well as regulation of enzyme function and the structure of linker proteins [64,65,66].

Additional biological roles have been attributed to neurofilaments such as synaptic plasticity. Marked decrease in the expression of the neurofilament genes was first shown in brain tissue from Alzheimer’s disease patients as compared to CTRs [67]. It is generally accepted that CNS disorders are divided between early and late changes, associated with dysfunction of neuronal activity caused by perturbations of synapses [68]. Neural reorganization after stroke is initiated as cellular reactions to degeneration. While neurons die in an ischemic region, axons and synapses degenerate in further brain regions, promoting regenerative responses that lead the growth of new connections among surviving neurons [69]. RGC dendritic arbors also showed significant reduction after 2 weeks of elevation of intraocular pressure, a common model of chronic glaucoma [70]. In a primate glaucoma model, a correlation was established between abnormalities of parasol RGC dendrite morphology and function [71]. Morphological changes of RGC dendritic arbors have been detected before axon thinning or soma shrinkage, suggesting that dendritic abnormalities may precede degeneration of other ganglion cell domains. Alterations of neurofilament expression in various neurological disorders not only underlie axonopathy, but also synaptic remodeling because of its vital roles in synaptic function [72,73]. Since at 14 days after ONC the retinal tissue still harbors 40% of the RGCs, the decreased expression of genes related with cytoskeletal organization, as intermediary filaments, may be representative of retinal remodeling, not restricted to the injured axon but also at the level of dendrites. This was further reinforced by the predicted protein–protein interactions (STRING) analysis that showed “axon” and “neuron projection” cellular components were significantly altered. PPI along with Pearson correlation analyses performed herein took advantage of the concept that expression of individual genes is linked to each other so that the protein amounts would respect the “stoichiometry” of the biochemical reactions [74].

Many components of the innate immune system are expressed intrinsically by retinal cells (Retinal Database, GeneNetwork.org), and innate immune networks are activated by various types of insults to the retina, such as ONC, partial transection of the optic nerve, and DBA2J mouse models of glaucoma [6,10,14,15,20,75,76]. In the present study, enrichment analysis disclosed the complement cascade as the most prominent biological process among differentially expressed genes after ONC (Table S2), which was further confirmed by predicted PPI as “innate immune response” and “immune system process”. Complement activation was shown to be upregulated in the retina as early as 2 days after ONC [27]. Such activation, specifically including *C1q*, *C3*, and *Cfi* [19], suggests that the innate immune system plays an important role in retinal immune response through glia cells, and specifically in the response of the retina to injuries. It has been suggested that, at an early stage of a mouse glaucoma model, the complement cascade mediates synapse loss, in particular *C3* [77,78,79,80]. At late-stage glaucoma, the complement cascade is thought to play its traditional role of opsonizing and removing the cellular debris from widespread RGC death [81]. Recently, it was described that C1q marks a subset of RGC in the embryonic retina and that knockout of C3 receptor, which is only found in microglia, resulted in increased RGC numbers, indicating a direct relationship with microglia-mediated RGC elimination [82]. 

Our data showed that ONC led to an increase in synergistic coordination, most evident in the classic pathway of complement cascade, which indicated a stronger gene network in this pathway. It is particularly interesting that the *serping1* gene showed increased synergistic coordination at 14 days after ONC (Figure 4). Serping1 is a C1 inhibitor known to block the initiation of the complement cascade through the classical pathway, therefore limiting inflammation. It is indirectly involved in the production of bradykinin, a peptide that promotes inflammation by increasing the permeability of blood vessel walls and also inhibits leukocyte recruitment into ischemic cardiac tissue, an effect independent of protease inhibition [83]. Therefore, the upregulation of *serping1* in ONC retinas may help control the inflammatory response after injury, both by modulation of the complement cascade, as well as preventing infiltration of peripheral inflammatory cells through the blood–retina barrier.

Our enrichment analysis also showed upregulation of the Notch signaling pathway at 14 days after ONC. Notch signaling is known to play important roles during retinal development, in both RGC differentiation [84] and proliferation of Müller glia in acutely damaged chick retina [85]. Notch is expressed in most Müller glia cells at low levels in undamaged retina, and blockade of Notch activity prior to damage is protective to amacrine, bipolar, and ganglion cells [86]. Moreover, overexpression of Notch1 has been observed in several neurodegenerative diseases [87,88]. Besides Notch, the *deltex2* gene was also upregulated (Figure 5). A recent study showed that Dtx together with its interacting partner, Hrp48, downregulated Notch signaling and induced cell death during *Drosophila* development [89]. At 14 days after ONC, the upregulation of both *Notch* and *deltex2* suggests that Notch signaling may act upon retinal Müller cells via a non-canonical pathway, thereby positively influencing RGC degeneration. Notch signaling mediates many different intercellular communication events, influencing retinal Müller cells, ganglion cells, and microglial cells. It is known that Notch-1 signaling in neurons during ischemic conditions may enhance apoptotic signaling cascades, while activation of Notch-1 in microglial cells and leukocytes may exacerbate inflammatory processes that contribute to neuronal death [90]. Moreover, several studies found that Notch signaling serves important functions in the regulation of neurite outgrowth and maintenance. Both Sestan et al. [91] and Berezovska et al. [92] found that Notch signaling influences dendritic morphology—while activation inhibits neurite outgrowth or causes their retraction, inhibition promotes neurite extension. These data, together with our results, suggest that Notch signaling may confer a positive effect on RGC degeneration through an exacerbation of inflammatory processes as well as promoting retinal tissue remodeling by altering dendritic morphology.

Oxidative stress pathway was also found to be enriched in our analyses, and this was shown to occur due to *Cyba* and *Nfix* upregulation in ONC retinas. In the CNS, normal NAD(P)H oxidase function appears to be required for processes including neuronal signaling, but overproduction of reactive oxygen species (ROS) contributes to neurotoxicity and neurodegeneration. Conversely, RGCs were found to express NAD(P)H oxidase subunits under physiologic conditions and after ischemia [93]. NOX proteins are homologs of NAD(P)H oxidases that generate reactive oxygen species [94]. NOX proteins interact with and are stabilized by Cyba (or p22phox) in intracellular vesicles, which, when activated by cytosolic p47phox, form a protein complex that transports electrons from cytoplasmic NADPH to extracellular oxygen to generate superoxide (O2−). Cyba was also found to be increased in a rat model of diabetic retinopathy [95] and in retinal pigmented epithelial cells under angiotensin-II-induced oxidative stress [96]. 

NFI transcription factors a/b/x were shown to be temporally expressed during retinal development by retinal progenitor cells, bipolar cells, and Müller glia [97]. Moreover, *Nfix* is known to have a role on CNS development, and *Nfix*-null mice display major brain malformations in the cortex, cerebellum, and hippocampus ([98] for reviews). In the skeletal muscle, Nfix can also regulate myogenesis [99,100], however, deletion of Nfix leads to decreased muscle regeneration and has been implicated in the pathogenesis of muscular dystrophies [101]. The knockdown of *Nfix* in a myoblast cell line was protective against oxidative stress [102], thus indicating that this transcription factor may have a versatile role in health and disease. In the context of retinal degeneration, the upregulation of Cyba and Nfix transcripts reinforces the hypothesis that oxidative stress takes place and accelerates RGC death in ONC models [103]. 

Oxidative stress and inflammation are closely related pathophysiological processes, one of which can be easily induced by another. Thus, both processes are simultaneously found in many chronical pathological conditions, such as glaucoma [104]. The immune activity is a necessary intrinsic response to promote tissue cleaning, healing, and regeneration process after injury [105]. However, unbalanced or sustained immune response turns the beneficial potential into potentiation of the injury process. The mechanical injury together with hypoxia, both promoted by the ONC, could be the triggers for the activation of inflammation, oxidative stress, and metabolism alterations. Notch-1, c-Kit, and complement signaling are known as linkers between inflammation, metabolism, oxidative stress, and dendritic plasticity, acting into RGC and Müller cells [88,106,107,108,109,110]. Our results support the hypothesis that not only the events intrinsic to RGCs, but also environmental signals from other cells, such as Müller cells, are critical for cell death stimuli, and that RGC–glia interactions are critically important for different aspects of RGC neurodegeneration. Improvement of the current understanding of the role of RGC–glia interaction, mitochondria, and the immune system in neurodegeneration will potentiate the development of innovative treatment methods for neuroprotection.

## 5. Conclusions

In summary, our data indicate that ONC induces a robust, long-lasting alteration of at least two main pathways (complement cascade and Notch signaling pathway), including a significant increase in the expression and coordination of inflammation-related genes. The coordination analyses of genes within each pathway and with the entire transcriptome suggest that such biological pathways may act after ONC as major players in changes of gene expression that lead to both degeneration and remodeling of retinal tissue. Further functional studies on the effects of these genes are warranted to clarify their roles in molecular mechanisms within the retinal tissue after damage to the optic nerve.

## Figures and Tables

**Figure 1:**
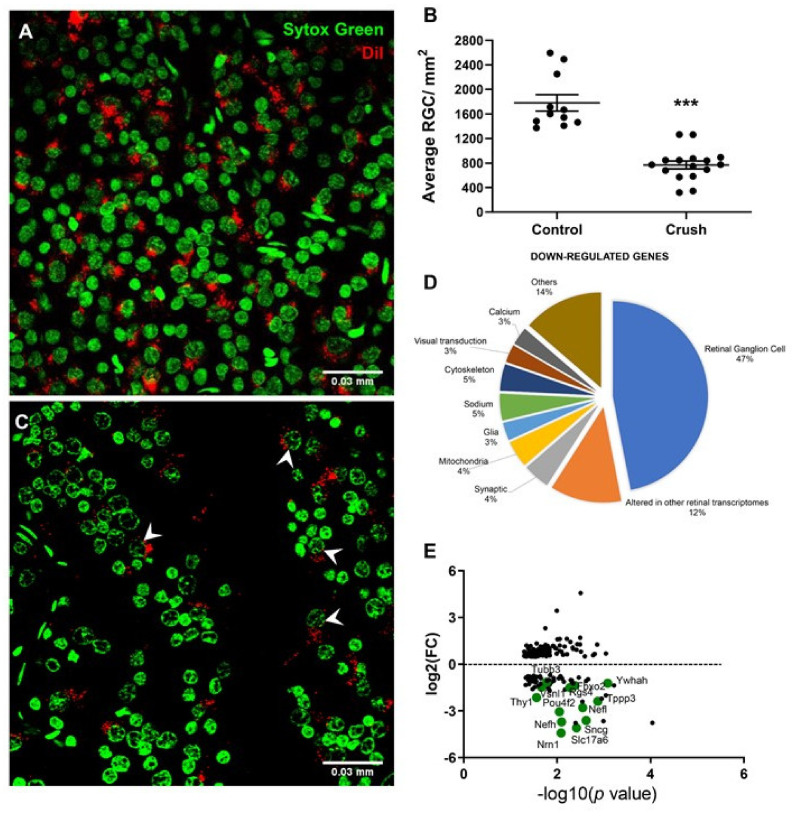
General profile of the number retinal ganglion cells (RGCs) after the optic nerve crush (ONC). (**A**) Retina from control (CTR) eye showing the pattern of RGC retrograde labeling by 1,1′-dioctadecyl-3,3,3,3′-tetramethylindocarbocyanine perchlorate (DiI; red). Nucleus of remaining RGCs (arrowheads) are shown by SYTOX Green staining in green. (**B**) Retina quantification showing a reduction of approximately 60% of DiI-retrogradely labelled RGCs. CTR retinas displayed an average of 1.780 ± 134 cells/mm^2^ and ONC retinas presented 768 ± 65 cells/mm^2^. (Difference between means (ONC *n* = 16 – CTR n = 11) -1012 ± 60.98 *p* < 0.0001.) (**C**) ONC retinas showed decreased numbers of RGC after 14 days. (**D**) Pie chart of the distribution of downregulated genes based on GeneCard and Pubmed analysis showed that the majority (47%) were expressed in RGC, and 12% were described to be decreased in other retinal microarray studies of RGC degeneration. (**E**) Differentially expressed genes after ONC were plotted as log_2_ values against their *p*-values in log_10_. RGC-specific genes that were previously shown to be altered by ONC are highlighted in green. *** *p* < 0.001, unpaired Student’s *t*-test.

**Figure 2:**
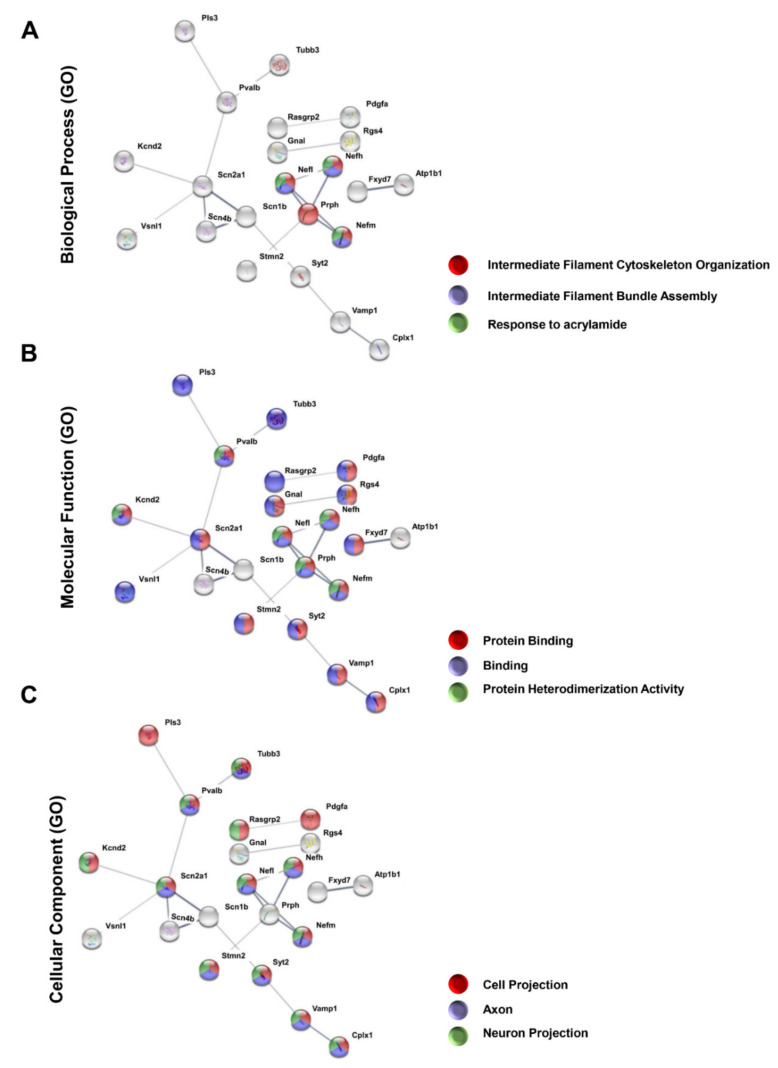
Protein–protein interaction (PPI) network composed of downregulated genes after the ONC. Among 66 downregulated genes, 21 interactions between 22 genes were found using STRING software, with a confidence cut-off of 0.4. Nodes labeled with the encoding gene symbol indicate proteins and the lines represent the corresponding interactions. The confidence score of each interaction is mapped to the line thickness (the thicker the line, the more evidence to support the interaction). The network was then enriched according to Gene Ontology database. The categories of Gene Ontology are depicted: (**A**) biological processes, (**B**) molecular function, and (**C**) cellular components, and the three most significantly enriched categories were used to color the nodes of the interaction networks.

**Figure 3:**
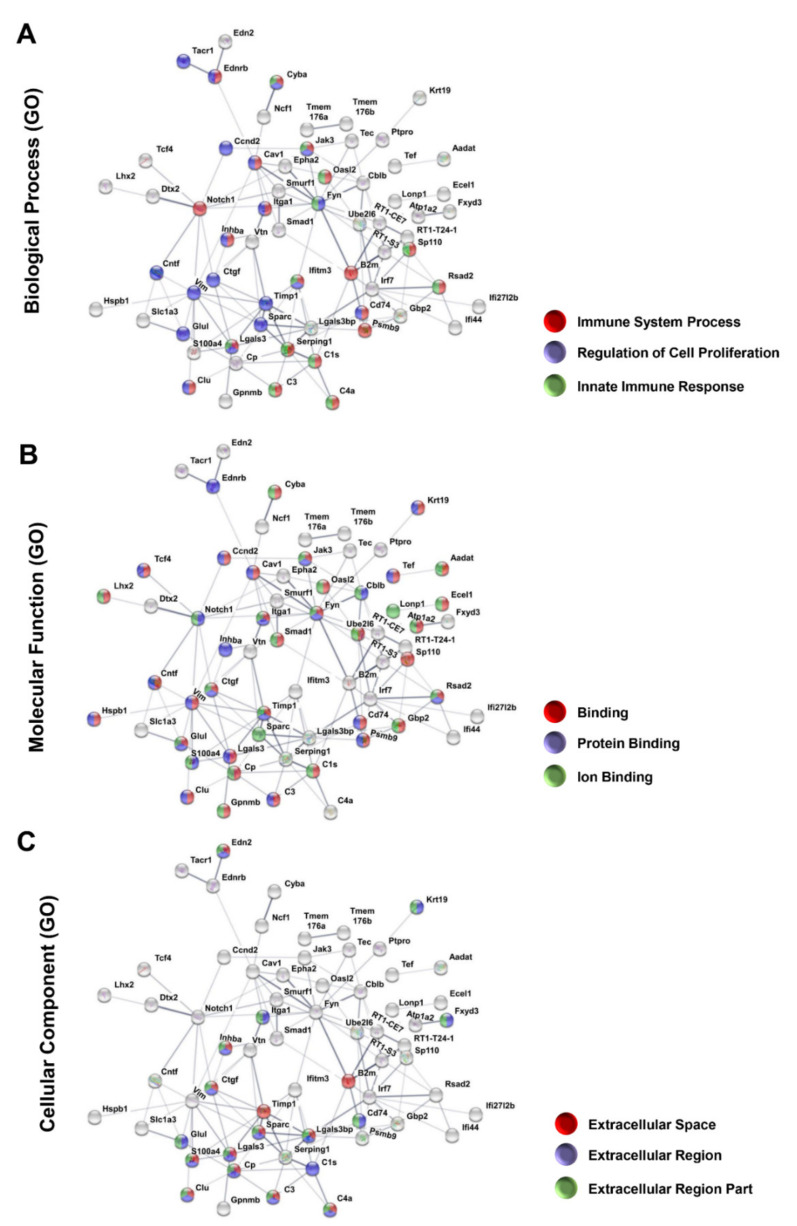
Protein–protein interaction (PPI) network composed with upregulated genes after the ONC. The 127 upregulated genes formed 129 interactions between 64 genes with a confidence cut-off of 0.4, as evidenced by STRING software. Nodes labeled with the encoding gene symbol indicate proteins and the lines represent the corresponding interactions. The confidence score of each interaction is mapped to the line thickness (the thicker the line, the more evidence to support the interaction). The network was then enriched according to the Gene Ontology database. The categories of Gene Ontology are depicted: (**A**) biological processes, (**B**) molecular function, and (**C**) cellular components, and the three most significantly enriched categories were used to color the nodes of the interaction networks.

**Figure 4:**
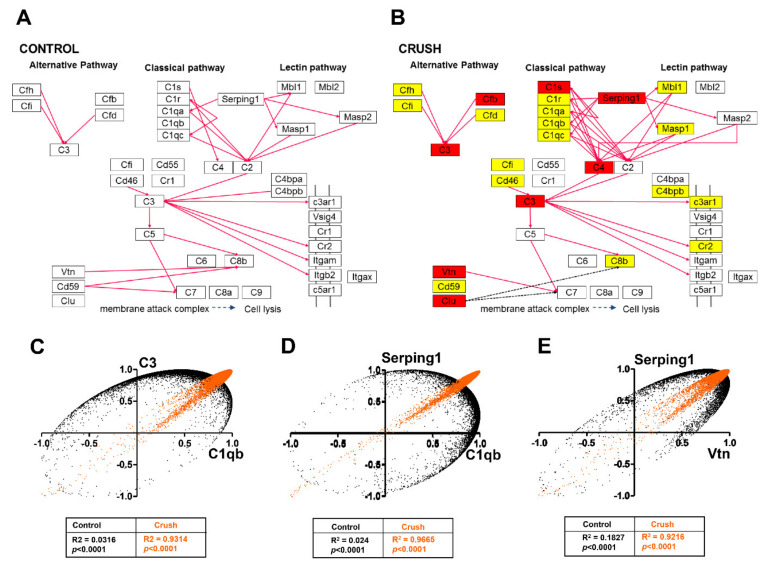
ONC affected the complement cascade pathway. The complement cascade pathway obtained from the Kyoto Encyclopedia for Genes and Genomes (KEGG) platform was used as a template to highlight the effect of the ONC in the retinas. Magenta lines in (**A**) and (**B**) represent synergistic correlations between pairs of genes and dashed black lines correspond to independent coordination. ONC induced an increase in the number of synergistic correlations. Yellow boxes in (**B**) indicate genes that showed no significant alteration in ONC versus CTR retinas, whereas red-filled boxes represent gene upregulation (> 1.5-fold change, *p* <0.05). White boxes indicate the genes that were absent in the analysis. (**C**–**E**) Plots of correlation coefficients between the expression levels of the indicated genes with each other genes differentially expressed in each experimental condition. Note a neutral coordination profile (black dots) for CTR retinas and a similar profile (orange dots) after ONC.

**Figure 5:**
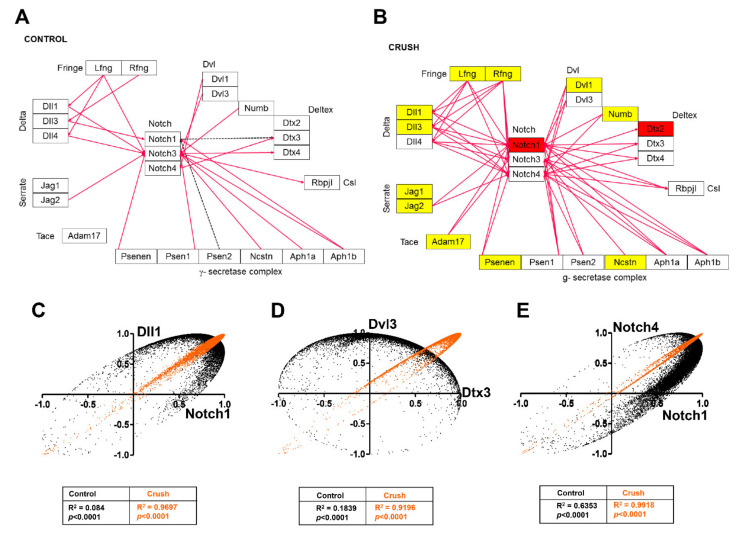
ONC affects the Notch signaling pathway. The Notch signaling pathway was obtained from the WikiPathway platform and used as a template to highlight the effect of the ONC in the retinas. Magenta lines in (**A**) and (**B**) represent synergistic correlations between pairs of genes and dashed black lines correspond to independent coordination. ONC induced an increase in the number of synergistic correlations. Yellow boxes in (**B**) indicate genes that showed no significant alteration in ONC versus CTR retinas, whereas red-filled boxes represent gene upregulation (>1.5-fold change, *p* < 0.05). White boxes indicate the genes that were absent in the analysis. (**C**–**E**) Plots of correlation coefficients between the expression levels of the indicated genes with each other genes differentially expressed in each experimental condition. Note a neutral coordination profile (black dots) for CTR retinas and a similar profile (orange dots) after ONC.

**Table 1:** Top 50 downregulated genes in ONC versus CTR.

Gene Name	Gene Symbol	Fold Change	*p*-Value
Neuritin 1	*Nrn1*	−18.82	0.0080
Solute carrier family 17 (sodium-dependent inorganic phosphate cotransporter) member 6	*Slc17a6*	−14.95	0.0037
Serine (or cysteine) peptidase inhibitor, clade B, member 1b	*Serpinb1b*	−12.79	0.0040
Peripherin	*Prph*	−12.69	0.00009
Neurofilament, medium polypeptide	*Nefm*	−11.77	0.0010
Neurofilament, heavy polypeptide	*Nefh*	-11.42	0.0079
Synuclein, gamma (breast cancer-specific protein 1)	*Sncg*	−10.76	0.0023
POU class 4 homeobox 2	*Pou4f2*	−7.30	0.0088
Neurofilament, light polypeptide	*Nefl*	−6.79	0.0027
Serine (or cysteine) proteinase inhibitor, clade B, member 1a	*Serpinb1a*	−4.94	0.0028
Tubulin polymerization-promoting protein family member 3	*Tppp3*	−4.56	0.0013
Transmembrane protein 163	*Tmem163*	−4.32	0.0010
Thy-1 cell surface antigen	*Thy1*	−3.88	0.0272
Major facilitator superfamily domain containing 6	*Mfsd6*	−3.73	0.0008
Chemokine (C-X-C motif) ligand 13	*Cxcl13*	−3.05	0.0142
Sodium channel, voltage-gated, type IV, beta	*Scn4b*	−2.91	0.0050
ISL LIM homeobox 2	*Isl2*	−2.90	0.0067
Sodium channel, voltage-gated, type I, beta	*Scn1b*	−2.83	0.033
Calpain 1, (mu/I) large subunit	*Capn1*	−2.79	0.0149
RAS guanyl releasing protein 2 (calcium and DAG-regulated)	*Rasgrp2*	−2.69	0.0153
Sodium channel, voltage-gated, type II, alpha 1	*Scn2a1*	−2.59	0.0301
Regulator of G-protein signaling 4	*Rgs4*	−2.48	0.0052
Visinin-like 1	*Vsnl1*	−2.45	0.0212
Synaptotagmin II	*Syt2*	−2.43	0.0250
NEL-like 2 (chicken)	*Nell2*	−2.40	0.0006
L1 cell adhesion molecule	*L1cam*	−2.35	0.0466
Plastin 3	*Pls3*	−2.29	0.0141
F-box protein 2	*Fbxo2*	−2.26	0.0041
Complexin 1	*Cplx1*	−2.25	0.0393
ELAV (embryonic lethal, abnormal vision, *Drosophila*)-like 2 (Hu antigen B)	*Elavl2*	−2.21	0.0221
Microsomal glutathione S-transferase 3	*Mgst3*	−2.19	0.0044
N-acetyltransferase 8-like	*Nat8l*	−2.17	0.0155
Annexin A6	*Anxa6*	−2.10	0.0047
Rho GTPase activating protein 32	*Arhgap32*	−2.08	0.0288
Leucine-rich repeat LGI family, member 3	*Lgi3*	−2.08	0.0132
Tyrosine 3-monooxygenase/tryptophan 5- monooxygenase activation protein, eta polypeptide	*Ywhah*	−2.05	0.0008
Ly6/neurotoxin 1	*Lynx1*	−2.03	0.0070
gb|Rattus norvegicus similar to glyceraldehyde-3-phosphate dehydrogenase (LOC304769), mRNA [XM_222600]	*XM_222600*	−2.00	0.0275
Receptor (G protein-coupled) activity modifying protein 3	*Ramp3*	−1.98	0.0331
FXYD domain-containing ion transport regulator 7	*Fxyd7*	−1.95	0.0023
Sulfotransferase family 4A, member 1	*Sult4a1*	−1.93	0.0115
Tubulin, beta 3 class III	*Tubb3*	−1.93	0.0163
Internexin neuronal intermediate filament protein, alpha	*Ina*	−1.93	0.0163
Parvalbumin	*Pvalb*	−1.91	0.0048
Potassium voltage-gated channel, Shal-related subfamily, member 2	*Kcnd2*	−1.89	0.0406
Heme binding protein 2	*Hebp2*	−1.89	0.0306
Pannexin 2	*Panx2*	−1.89	0.0050
Gremlin 2	*Grem2*	−1.86	0.0147
Prostaglandin F2 receptor negative regulator	*Ptgfrn*	−1.82	0.0021
Tropomodulin 4	*Tmod4*	−1.81	0.0412

**Table 2:** Top 50 upregulated genes in ONC versus CTR.

Gene Name	Gene Symbol	Fold Change	*p*-Value
Cd74 molecule, major histocompatibility complex, class II invariant chain	*Cd74*	25.60	0.0030
tc|HG2A_RAT (P10247) H-2 class II histocompatibility antigen gamma chain (MHC class II-associated invariant chain) (Ia antigen-associated invariant chain) (Ii) (CD74 antigen), partial (31%) [TC588776]	*TC588776*	11.55	0.0100
Follistatin-like 3 (secreted glycoprotein)	*Fstl3*	5.31	0.0176
Serpin peptidase inhibitor, clade G, member 1	*Serping1*	3.49	0.0031
Eph receptor A2	*Epha2*	3.31	0.0061
Ceruloplasmin (ferroxidase)	*Cp*	3.29	0.0086
ADAM metallopeptidase with thrombospondin type 1 motif, 1	*Adamts1*	3.26	0.0097
Chitinase 3-like 1 (cartilage glycoprotein-39)	*Chi3l1*	2.89	0.0051
Cysteine and glycine-rich protein 3 (cardiac LIM protein)	*Csrp3*	2.69	0.0271
Leucine rich repeat containing 15	*Lrrc15*	2.61	0.0036
Protein tyrosine phosphatase, receptor type, O	*Ptpro*	2.58	0.0031
Keratin 19	*Krt19*	2.57	0.0013
Solute carrier family 17 (anion/sugar transporter), member 5	*Slc17a5*	2.54	0.0175
Scavenger receptor class A, member 3	*Scara3*	2.47	0.0086
Ellis van Creveld syndrome 2 homolog (human)	*Evc2*	2.47	0.0449
Cysteine and glycine-rich protein 2	*Csrp2*	2.44	0.0121
Complement component 1, s subcomponent	*C1s*	2.43	0.0157
S100 calcium binding protein A3	*S100a3*	2.42	0.0366
Complement component 4A (Rodgers blood group)	*C4a*	2.41	0.0118
PR domain containing 9	*Prdm9*	2.36	0.0225
Unknown	*A_64_P105338*	2.35	0.0068
Endothelin converting enzyme-like 1	*Ecel1*	2.34	0.0199
TIMP metallopeptidase inhibitor 1	*Timp1*	2.33	0.0115
Complement factor B	*Cfb*	2.26	0.0046
Transmembrane protein 176A	*Tmem176a*	2.19	0.0108
Solute carrier family 6 (neurotransmitter transporter, creatine), member 8	*Slc6a8*	2.18	0.0179
Janus kinase 3	*Jak3*	2.17	0.0144
Complement component 3	*C3*	2.17	0.0104
Interferon regulatory factor 2 binding protein-like	*Irf2bpl*	2.16	0.0412
SMAD family member 1	*Smad1*	2.12	0.0045
Aminoadipate aminotransferase	*Aadat*	2.09	0.0316
Plexin D1	*Plxnd1*	2.09	0.0250
Transmembrane BAX inhibitor motif containing 1	*Tmbim1*	2.08	0.0143
S100 calcium-binding protein A4	*S100a4*	2.03	0.0038
EGF-containing fibulin-like extracellular matrix protein 1	*Efemp1*	2.02	0.0229
Interferon induced transmembrane protein 3	*Ifitm3*	2.00	0.0251
Interferon, alpha-inducible protein 27-like 2B	*Ifi27l2b*	1.99	0.0214
Guanylate binding protein 2, interferon-inducible	*Gbp2*	1.96	0.0295
Ectonucleoside triphosphate diphosphohydrolase 2	*Entpd2*	1.96	0.0153
Interferon-induced protein 44-like	*Ifi44l*	1.95	0.0349
Lipopolysaccharide-induced TNF factor	*Litaf*	1.94	0.0245
Connective tissue growth factor	*Ctgf*	1.94	0.0261
Notch1	*Notch1*	1.94	0.0087
Cytochrome b-245, alpha polypeptide	*Cyba*	1.93	0.0306
SP110 nuclear body protein	*Sp110*	1.93	0.0346
biogenesis of lysosomal organelles complex-1, subunit 3	*Bloc1s3*	1.91	0.0152
Tachykinin receptor 1	*Tacr1*	1.91	0.0335
Coiled-coil domain containing 87	*Ccdc87*	1.90	0.0331
Ataxin 7-like 2	*Atxn7l2*	1.90	0.0320
G protein-coupled receptor 37	*Gpr37*	1.87	0.0286

**Table 3:** Selected genes with altered expression in retinas ONC vs. CTR as confirmed by RT-qPCR.

	Microarray			qPCR	
**Gene Name**	**Pathway**	**ONC vs. CTR**	***p*-Value**	**ONC vs. CTR**	***p*-Value**
*Cd74*	N/A	25.60	0.003	28.56	0.010
*C3*	Complement Cascade	2.17	0.010	3.242	0.046
*Cyba*	Oxidative stress	1.94	0.03	1.41	0.01
*Fyn*	Kit receptor Signaling	1.63	0.045	1.47	0.04
*Tubb3*	RGC marker	−1.94	0.016	−3.93	0.004
*Nefm*	RGC marker	−11.78	0.001	−19,27	<0.0001
*Nell2*	RGC marker	−2.41	0.0006	−4.15	0.0012

**Table 4:** RGC markers downregulated in ONC versus CTR.

Gene Name	Gene Symbol	Fold Change	*p*-Value
Neuritin 1	*Nrn1*	−18.82	0.0080
Solute carrier family 17 (sodium-dependent inorganic phosphate cotransporter) member 6	*Slc17a6*	−14.95	0.0037
Peripherin	*Prph*	−12.07	0.00009
Neurofilament, medium polypeptide	*Nefm*	−11.77	0.001
Neurofilament, heavy polypeptide	*Nefh*	−11.42	0.0079
Synuclein, gamma (breast cancer-specific protein 1)	*Sncg*	−10.76	0.0023
POU class 4 homeobox 2	*Pou4f2*	−7.30	0.0088
Neurofilament, light polypeptide	*Nefl*	−6.79	0.0027
Tubulin polymerization-promoting protein family member 3	*Tppp3*	−4.56	0.0013
Thy-1 cell surface antigen	*Thy1*	−3.88	0.0272
Regulator of G-protein signaling 4	*Rgs4*	−2.48	0.005
Visinin-like 1	*Vsnl1*	−2.46	0.021
Synaptogmin 2	*Syt2*	−2.43	0.025
F-box protein 2	*Fbxo2*	−2.27	0.004
Tyrosine-3-monooxygenase/tryptophan 5-monooxygenase activation protein, eta polypeptide	*Ywhah*	−2.05	0.0008
Tubulin, beta 3 class III	*Tubb3*	−1.93	0.016
Pannexin 2	*Panx2*	−1.89	0.005

**Table 5:** Enrichment analysis with genes that had a dramatic change in their GES after ONC.

Gene Ontology	Number of Genes	Genes
Biological Process		
Lens development in camera-type eye	4	*Crygb*, *Crygc*, *Crygd*, and *Crygs*
Sensory organ development	7	*Cryba4*, *Crybb2*, *Crygb*, *Crygc*, *Crygd*, *Crygs*, and *Krt13*
Camera-type eye development	6	*Cryba4*, *Crybb2*, *Crygb*, *Crygc*, *Crygd*, and *Crygs*
Molecular Function		
Structural constituent of eye lens	9	*Cryaa*, *Cryba4*, *Crybb2*, *Crybb3*, *Crygb*, *Crygc*, *Crygd*, *Crygs*, and *Lim2*
Structural molecule activity	13	*Anxa1*, *Cryaa*, *Cryba4*, *Crybb2*, *Crybb3*, *Crygb*, *Crygc*, *Crygd*, *Crygs*, *Krt12*, *Krt13*, *Krt80*, and *Lim2*

**Table 6:** Pathvisio analysis of upregulated pathways in ONC versus CTR retinas.

Pathway	Positive (r)	Measured (n)	Total	%	Z Score	*p*-Value (Permuted)
Complement activation, classical pathway	3	15	18	20.00%	6.27	0
Complement and coagulation cascades	5	56	63	8.93%	4.96	0
Delta-Notch signaling pathway	4	72	82	5.56%	3.13	0.009
Oxidative stress	2	26	28	7.69%	2.81	0.031
Notch signaling pathway	2	32	45	6.25%	2.41	0.017
Kit receptor signaling pathway	3	64	68	4.69%	2.34	0.04

## Supplementary Materials

The following are available online at https://www.mdpi.com/2073-4425/12/3/403/s1: Figure S1: REV and GES of individual genes in each experimental condition. Figure S2: ONC affects the delta-Notch signaling pathway. Figure S3: ONC affects the oxidative stress. Figure S4: ONC affects the kit receptor signaling pathway. Table S1: Disease signature of the downregulated genes. Table S2: Disease signature of the upregulated genes.

How the deposited data were processed for this re-analysis (not part of the article)

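Gene expression was measured in 8 rat retinas, 4 sham-operated (CTR) and 4 with optic nerve crush (ONC), taken 14 days after surgery and hybridized onto 4 Agilent arrays on a single slide. The authors deposited intensity values per spot as the scanner software (Feature Extraction 12.0.3.1 in the file headers, while the methods name an earlier version) wrote them for each array: the mean foreground and the median local background, neither of them corrected, and a processed signal. Per the file headers, the processed signal had been background-subtracted, spatially detrended and dye-normalized within the array by a linear step and LOWESS (smoothing 0.25). The paper states that normalized data were deposited too, but none of the files analyzed holds the values of the in-house normalization described in the methods. Every channel belongs to a labeled retina, and the condition of each was taken from its label.

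The labels place the CTR and the ONC retina of the same number on each array, with all CTR retinas in Cy5 and all ONC retinas in Cy3, so condition and dye cannot be told apart. The methods place retinas of the same group on each array and divide the dyes within the groups. Both sources name the same 8 retinas. The labels alone tie a name to a channel, and they were used throughout, although the RGC markers are high in 3 ONC channels and in CTR2 and low in the others. No result for ONC against CTR comes from channels moved to another group. Other divisions of the channels, the one that the markers show among them, enter only where all 70 assignments or all 35 splits are counted against the labels.

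Each array holds 44254 spots, of which 1377 are controls. Median foreground over median background was 468.2 over 56.0 in CTR1, 626.0 over 56.5 in CTR2, 446.6 over 55.0 in CTR3, 468.1 over 55.0 in CTR4, 337.3 over 29.0 in ONC1, 494.7 over 29.5 in ONC2, 331.9 over 28.0 in ONC3 and 218.1 over 26.0 in ONC4. The software marked 79.4%, 79.2%, 77.5% and 77.1% of the spots as well above background in CTR1 to CTR4 and 75.1%, 79.0%, 72.5% and 66.8% in ONC1 to ONC4. No spot was saturated. The array number limits precision.

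Spots that are controls, that carry an outlier flag, or whose foreground is under 2 times the background in any of the 8 channels were left out. Because the background is higher in Cy5, this filter acts mostly there: 71.9% to 75.0% of the spots reach it in the CTR channels and 98.2% to 99.9% in the ONC channels. It keeps 27371 spots, 18599 probes and 16307 genes. The background was subtracted, each array was normalized by loess, and each channel was centered on its median. Before loess, the median log2 ratio of red over green was 0.50, 0.32, 0.42 and 1.22 on the 4 arrays. Spots of a probe and then probes of a gene, by the gene name in the files, were averaged on the log2 scale. Gene names are those of the array design, and where the paper or a list uses another symbol, the synonyms of the reference table were used if they pointed to a single gene, a rule made stricter after a first look at the matches. No coordinates are given, because the reference table is on another assembly than the array design.

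The ONC and CTR channels were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided, Benjamini-Hochberg adjustment over all genes, calls at an adjusted p under 0.05), without a block, as the methods use an unpaired test. All adjusted p values for genes are from limma. Lists of genes were tested with fry and camera of limma, both two-sided, and by an exact permutation test of the median over the 35 splits of the channels into groups of the same size, whose p cannot go under 0.0286. The permutation p of the lists were added after the fry and camera values had been seen. The criterion of the methods was computed on linear normalized values: the methods' t-test at p under 0.05 together with the fold-change threshold of Equation (2). REV, GES, synergistic and antagonistic pairs (coefficient above 0.90 or under -0.90) and coordination profiles followed the paper's equations and text, in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. The share of synergistic pairs in a list was compared with 10000 random lists matched on size and mean expression for complement and Notch and 1000 for the other lists, and with 200000 random pairs of genes. Coordination profiles were compared with 1000 random pairs.

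The pathway databases were not at hand. Complement (41 genes), Notch (50), kit receptor (65), oxidative stress (32), coagulation (35) and interferon lists, and marker lists of amacrine, bipolar, horizontal, Müller, rod and cone, microglial, oligodendrocyte, pigment epithelium, blood, lens, cornea and conjunctiva cells and of MHC class II genes, were written by hand from general knowledge. The genes named singly are those the paper names in its text or Tables 1 to 6 and, outside Tables 1 and 2, the 5 largest rises and the 5 largest falls among the called genes with the same direction on all 4 arrays. A few others are named where a list had few calls.

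Whether the numbers pair the retinas was checked by correlating deviations from the group means over genes. The labels put retinas of the same number on the same array, and the Pearson coefficients of the 4 pairs were 0.149, 0.549, 0.401 and 0.487. An alternative fit with the array as a block had been set beforehand, and its values are given where they change a call or a count.

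Both procedures were tested on simulated data. The simulated values were drawn independently for each gene and channel, with no deviation shared by an array and no dye bias. Their false calls therefore say nothing of how many real calls are false. With 200 of 16307 genes changed by 1.5 on the log2 scale, limma recovered 190 (95%) with 11 false calls without a block, and 182 (91%) with 3 false calls with the array as a block. With 200 genes changed 3-fold, the criterion of the methods recovered 192 (96.0%) with 75 false calls and none in the wrong direction, REV had a rank correlation of 0.745 with the simulated spread, and 5.15% of the pairs of independent genes were counted as synergistic and 4.89% as antagonistic, which is what chance gives at 4 retinas.

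The alternatives were median scaling without loess, Aquantile normalization between arrays, normexp background correction (offset 50), the processed signals, no filter on dim spots (with normexp, so that a log can be taken), a stricter filter that also asks for spots well above background in all channels (15229 genes), linear means over spots, log2 values for the coefficients, single probes, REV from gene means in place of spots, the array as a block, the 4 channels whose dye the labels and the methods give alike, the methods' t-test on log2 values, and each retina left out. An alternative that counts ONC1 and ONC3 as 1 sample was added after their closeness was seen. Results from qPCR, retrograde labeling, STRING, EnrichR, Panther and PathVisio3 were not re-analyzed, since the deposited data do not hold them.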

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

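In this part, the 4 tests of the RGC pattern (other assignments of the channels, dye bias of probes, the arrangement on arrays in the methods, and normalization) were chosen only after the pattern had been seen.

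Single channels were looked for that stood apart from the 3 others of their label, with a gap over the whole range above Dixon's 95% critical value for 4 samples. Of 108 groups examined, 23 held such a channel, against 5.4 expected, since chance gives about 1 in 20 groups. The groups are not independent, because many are levels of genes that move together. The channel labeled ONC4 stood below the other ONC channels in the median of the RGC markers of Table 4 (-0.99, the others from 0.82 to 0.91) and in the log2 levels of Prph (-0.92, the others from 1.64 to 1.71), Nefh (-2.54, from 0.21 to 0.75), Nefm (-0.35, from 2.90 to 2.99), Nefl (-1.50, from 0.79 to 0.90), Sncg (0.59, from 3.08 to 3.12), Pou4f2 (-3.14, from -0.05 to -0.03), Syt2 (-3.93, from -2.18 to -2.02), Ina (1.47, from 2.38 to 2.55), Panx2 (-0.84, from 0.15 to 0.20) and Nell2 (-1.16, from 1.10 to 1.29). It stood above them in TC588776 (0.24, from -1.73 to -1.52), Cntf (-0.01, from -0.46 to -0.44) and Nfix (2.93, from 2.41 to 2.45). The channel labeled CTR2 stood above the other CTR channels in Nefm (2.84, from -0.21 to 0.12), Sncg (2.56, from 0.43 to 0.76) and Syt2 (-2.38, from -3.39 to -3.35), and below them in TC588776 (-3.55, from -0.25 to 0.31) and Fyn (-1.37, from -1.30 to -1.29). Its median foreground was also apart, at 626.0 against 446.6 to 468.2. The remaining 3 were C3 in ONC2 (2.89, from 1.82 to 1.85), Cblb in ONC3 (-1.97, from -1.03 to -0.97) and Ahdc1 in ONC2 (1.22, from 1.95 to 2.09), for which neither a technical nor a biological explanation was tested. Cblb was also lowest among the CTR channels in CTR3 (-1.95), which shares the array of ONC3 by the labels.

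The RGC markers thus placed ONC1, ONC2, ONC3 and CTR2 on one side and CTR1, CTR3, CTR4 and ONC4 on the other. Normalization was not the source of this order, as the same 4 channels were highest for 16 of 16 markers in the background-subtracted signals and for 15 after loess and centering. A dye bias of single probes would be alike on arrays that carry the same dyes by the labels, but the median log2 ratio of Cy3 over Cy5 of the markers differed by 2.0 between arrays. The arrangement of the methods, with 2 retinas of a group on each array, would leave the 2 channels of an array alike, but the ratio reached 1.77 on array 1. A candidate explanation that remains is an exchange of channel labels: of the 70 ways to assign 4 channels to ONC, 53 correlated better over 90 genes of Tables 1 and 2 with the paper's fold changes than the labels did (r = -0.834 across genes, which are not independent replicates, with the same sign for 14.4%). The paper picked these genes on these samples, so a high coefficient for some assignment is built in, whereas the negative one for the labels is not. The highest were 0.916, with CTR1, CTR3, ONC2 and ONC4 as ONC, and 0.912, with CTR1, CTR3, CTR4 and ONC4 as ONC. The 2 are nearly tied in the coefficient, but the second gave the paper's sign to 93.3% of the genes with a slope of 0.651, against 81.1% and 0.328 for the first. No assignment is taken as the right one on genes picked from these samples, and none was used to regroup a channel. An exchange of CTR2 with ONC4 alone would leave the 4 channels with high RGC markers under the label ONC, so it would not restore the loss of RGCs that the paper reports. A biological explanation, under which 3 of 4 sham retinas would hold less RGC transcript than 3 of 4 crushed ones, was not tested, and neither was an effect of the dye on the comparison as a whole, since condition and dye are confounded under the labels. Evidence in the paper from other retinas runs against the biological explanation. The paper reports fewer labeled RGCs after ONC, and lower Tubb3, Nefm and Nell2 by qPCR in new animals.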

How the results depend on the processing

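In this part, the alternative that counts ONC1 and ONC3 as 1 sample and the exact permutation tests of the lists were chosen only after the result was seen. The other alternatives, the gene lists, the filter, the normalization and the tests with limma were chosen before the data were examined, except that the rule for matching symbols was made stricter after a first look. Condition and dye stay confounded under every setting here, and where a cause is not named, it was not tested.

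With each channel scaled to its median, without loess, limma called 3194 genes in place of 81 (5767 at an unadjusted p under 0.05), and the criterion of the methods was met by 1392 in place of 510, of which 886 were higher. The share of calls that were higher in ONC moved from 46.9% to 71.0%. The median of the Notch list reversed to 0.08, and Fstl3 (0.47) and Fhl1 (0.01) also reversed. The median R squared of coordination profiles in ONC was 0.705, against 0.55 in the main processing, both over 3 gene pairs. Synergistic pairs in ONC were 10.95% of random pairs and 13.4% of Notch pairs. Tubb3, Serping1, C1s, Clu and Nfix passed under this setting at adjusted p of 0.0147, 0.0372, 0.0330, 0.0229 and 0.0453, the smallest each reached under any alternative (the largest were 0.384, 0.414, 0.414, 0.535 and 0.407).

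Aquantile normalization between arrays gave 412 calls, a median R squared in ONC of 0.419, and 7.43% of random pairs and 7.6% of Notch pairs synergistic in ONC. Notch pairs in CTR were then at 7.4%, so their share hardly rose. With normexp background correction limma called 14 genes, 71.4% of them higher, and synergistic pairs were 9.76% in CTR and 11.97% in ONC among random pairs and 13.6% in ONC among Notch genes. The processed signals gave 21 calls, 57.1% of them higher. They gave 1696 very stably expressed genes in CTR and 2061 in ONC. Median REV was then nearly alike, at 22.9% in CTR and 22.59% in ONC. They also gave Adad2 a GES of 20.2 in CTR. Linear means over spots put synergistic Notch pairs in ONC at 8.1%.

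Without the filter on dim spots limma called 0 genes (1957 at an unadjusted p under 0.05). The median was 0.0 for the Notch list and -0.10 for the complement list, with 13 of 36 complement genes higher. Median REV was 31.68% in CTR and 31.19% in ONC. The median R squared in ONC was 0.819 over 5 gene pairs, which is not the set of 3 pairs behind the 0.55 of the main processing. Synergistic pairs were then 18.96% in CTR and 18.49% in ONC among random pairs, 12.8% in CTR and 10.2% in ONC among Notch genes, a fall in place of a rise, and 27.0% in ONC among complement genes. With the stricter filter 146 genes were called, and Fstl3, Syt2 and Adad2 have no value there.

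In the 4 channels whose dye the labels and the methods give alike, limma called 0 genes (1961 at an unadjusted p under 0.05) and the criterion was met by 141. Cd74 (0.03), TC588776 (0.21) and Cblb (-0.41) reversed. With ONC1 and ONC3 counted as 1 sample, limma called 0 genes (2176 at an unadjusted p under 0.05). The methods' t-test on log2 values with Benjamini-Hochberg adjustment gave 0 genes (2690 before adjustment, smallest adjusted p 0.0517). After Benjamini-Hochberg adjustment, 0 genes passed the criterion as reported, but 239 did with median scaling, 53 with Aquantile, 31 with the processed signals, 7 with normexp, 3 without CTR2, 1 with linear means over spots, 383 with the array as a block, and 0 under the other settings. With the array as a block limma called 1254 genes. The block changed no call of a list by fry, while by camera the unadjusted p of the oxidative stress list moved from 0.0347 to 0.0751 and that of the MHC class II list from 0.0609 to 0.0414. Apart from C1s and Clu (adjusted p 0.0443 and 0.0449) and the calls of Tables 1 and 2 and the lists counted at their places, it changed no other call among the named genes.

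Leaving out single retinas gave 0 to 38 calls by limma (0 without any retina but ONC2), and 259 to 542 genes by the criterion, with 321 without CTR3, 284 without ONC1 and 259 without ONC3. The median of the RGC markers ranged from 0.69 to 1.28 (1.28 without ONC4, where fry passed at 0.0291 and the exact permutation p = 0.0571), that of the complement list from -0.62 to -0.28 (-0.62 without CTR2, where fry passed at 0.0134) and that of the Notch list from -0.08 to 0.01 (0.01 without CTR3). Very stably expressed genes ranged from 846 to 1229 in CTR and from 1197 to 2610 in ONC, with 1323 without ONC1 and 1197 without ONC3, and median REV from 25.1% to 38.21% in CTR and from 21.69% to 34.74% in ONC. The median GES of the crystallins ranged from 0.7 to 20.3 in CTR (20.3 without CTR2) and from 2.4 to 10.3 in ONC. GES of Adad2 ranged from 37.6 to 85.2 in CTR and from 0.3 to 61.3 in ONC (61.3 without ONC3). Synergistic pairs ranged from 32.9% to 64.3% in CTR and from 11.9% to 44.8% in ONC for complement, from 6.7% to 23.7% and from 10.1% to 23.7% for Notch, and from 6.87% to 18.18% and from 9.18% to 20.44% for random pairs. Both REV and the share of synergistic pairs rise by construction with 3 retinas, where the interval is wider and a coefficient above 0.90 is easier to reach. Log2 fold changes that changed sign were those of Ina (-0.03 to 0.42), TC588776 (-1.18 to 0.11), Epha2 (-0.05 to 0.28) and Cblb (-0.02 to 0.40).

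Over all settings, 221 comparisons of summary results gave the same outcome, 71 moved, 2 became stronger, 0 weaker and 3 reversed. For named genes, 637 were the same, 122 became weaker, 8 stronger, 3 moved and 11 reversed. The scaling alternatives shifted the median of all genes by less than 0.1 on the log2 scale. Every setting centered each channel on its median, so this small shift is built in and does not show that the scalings agree.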

Differences from the paper's values

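No test in this part was chosen after the result was seen. Folds below are ratios between labels, negative where ONC is lower, as the paper writes them.

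The paper's number of genes changed after ONC is 193, and limma called 81. The paper gives 127 as higher and 66 as lower, against 38 and 43. Of the alternatives set before the data were examined, the total fell within 1.5 times the paper's with the stricter filter, the number higher with Aquantile normalization, and the number lower with the stricter filter, linear means over spots and single probes. The others did not. By the criterion of the methods the paper's 193 stand against 510, its 127 against 248 and its 66 against 262. The total came within the paper's in the 4 channels of agreed dye, without ONC1 and without ONC3, the number higher without CTR3, ONC1 or ONC3, the number lower in the 4 channels of agreed dye, and no other alternative did so.

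The paper counts 232 very stably expressed genes in CTR and 48 in ONC in its results, and 336 and 124 in its discussion. Here the counts were 1113 and 2141, and with all alternatives set before the data were examined they differed from both.

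The paper's folds of RGC genes are -12.7 for Prph, -11.4 for Nefh, -11.8 for Nefm, -6.8 for Nefl, -10.8 for Sncg, -7.3 for Pou4f2, -3.9 for Thy1, -2.4 for Syt2, -1.9 for Tubb3, -1.9 for Ina, -1.89 for Panx2 and -2.41 for Nell2. Between labels they were 1.73, 2.76, 2.77, 2.19, 2.68, 4.19, 1.52, 1.47, 2.24, 1.13, 1.12 and 1.53, in the same order. The paper's folds of genes it reports as higher are 25.6 for Cd74, 11.6 for TC588776, 5.3 for Fstl3, 3.49 for Serping1, 3.3 for Epha2, 2.17 for C3, 2.26 for Cfb, 2.43 for C1s, 2.41 for C4a and 1.71 for Clu, against -1.50, -1.22, -1.23, -1.79, 1.07, -1.47, -1.40, -1.89, -1.25 and -1.66. The paper gives 1.55 for Cntf, 1.94 for Notch1, 1.53 for Fhl1, 2.12 for Smad1, 1.51 for Dtx2, 1.94 for Cyba and 1.63 for Fyn, against -1.23, -1.15, -1.03, 1.08, -1.20, -1.28 and -1.15. For each of these genes, the fold differed from the paper's under all alternatives set before the data were examined that gave it a value. Syt2 and Fstl3 were not well above background in ONC4 and have no value with the stricter filter, so the sizes of their folds are uncertain. By qPCR in new animals, the paper reports Cd74, C3, Cyba and Fyn as higher after ONC. It reports Tubb3, Nefm and Nell2 as lower there, so all 7 differ in direction from the folds between labels.

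The paper's R squared between the profiles of Notch4 and Notch1 is 0.63 in CTR and above 0.9 in ONC, against 0.952 and 0.550. With a tolerance of 1.5 times, the CTR value came within the paper's with median scaling, Aquantile, the processed signals and, barely, the stricter filter (0.941). The ONC value did so with median scaling (0.874), the processed signals (0.602) and no filter on dim spots (0.831), none of which is above 0.9. The other alternatives set before the data were examined did not bring them there. For C3 and C1qb in ONC the paper's value is at least 0.9, against 0.472, and of those alternatives it came within 1.5 times the paper's only without the filter on dim spots, at 0.748, still under it. The paper's share of synergistic coordination among complement genes is 21% in CTR and 36% in ONC, against 34.8% and 11.9% of the pairs in a list written by hand, which is not the paper's list. The paper gives its shares beside coordination profiles without stating how they were taken, so the 2 measures can differ. The CTR share was within the paper's with Aquantile normalization, the ONC share with no filter on dim spots and without ONC2, and neither was so under the other alternatives set before the data were examined. The paper puts GES of crystallin genes in CTR above 60, against a median of 0.7 over 6 of them, and its GES of Adad2 in ONC is 5, against 0.4, neither of them within the paper's under any alternative set before the data were examined.

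Among directions, the paper has all genes of Table 1 lower after ONC, while 43 of 43 were higher between labels, and it has all genes of Table 2 higher, while 34 of 47 were lower. Tubb3 of Table 1 and Tacr1 of Table 2 met the criterion of the methods, and with the array as a block limma called Tacr1, in the paper's direction, and C1s and Adamts1, in the opposite one. The paper finds complement genes raised, while 18 of 21 were lower, and Itgb2 and Clu were called as lower with the block. Without the filter on dim spots, 13 of 36 complement genes were higher and the median was -0.10. Nfix and Tec, which the paper has as higher, were at -0.43 and -0.23. It finds no antagonistic pairs among the pathways, while complement genes had 10 in CTR and 7 in ONC of 210 pairs, about as many as the 4.89% that independent genes gave in simulated data. The paper counts more synergistic pairs of complement genes after ONC, while there were 73 in CTR and 25 in ONC. The paper reports that very stable genes become fewer and that variability rises, while REV was higher in ONC for 41.5% of the genes. It finds crystallins stable in CTR and unstable after ONC, while their GES was low under both labels. It finds that the profiles of C3 and C1qb become alike after ONC, while R squared went from 0.624 to 0.472. Only without the filter on dim spots did R squared of this pair rise, from 0.689 to 0.748. For Dvl3 and Dtx3 it went from 0.969 to 0.521 without the filter, while the paper has it rising.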

Other observations

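In this part, the tests of the array pairing against random pairings, of ONC1 against ONC3, and of other splits for the genes changed and for the RGC markers were chosen only after the result was seen, as were the probes and genes named for their differences between arrays.

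Crystallin levels differed between channels, highest in CTR2. Lens tissue in a sample is a candidate explanation: over the 8 channels, the median level of 13 crystallins was related to that of 6 lens genes that are not crystallins (Lim2, Mip, Bfsp1, Bfsp2, Lgsn and Birc7), with Pearson r = 0.921 (exact permutation p = 0.00174, adjusted 0.00348 over 2 relations), Spearman rho = 0.905 (permutation p = 0.00456) and r = 0.731 without CTR2 and ONC3, the 2 channels farthest from the median. The level of these 6 genes was -0.17, 1.08, -0.17 and -0.45 in CTR1 to CTR4 and -0.43, 0.22, -0.59 and 0.51 in ONC1 to ONC4. The study itself picked Lim2 from these samples, and 6 of the 13 crystallins are in its GES comparison. Cornea or conjunctiva could not be decided: Pearson r = -0.395 (permutation p = 0.340), Spearman rho = -0.310 (permutation p = 0.462), and r = -0.0818 without the same 2 channels. A response of retinal cells that raises crystallins and lens genes together was not tested, and the levels of CTR2 do not follow the condition.

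The 2 channels of an array deviated together from their groups, with a pairing by chance left open. Of 100 pairings of the 8 channels, 3 gave as many genes that differ between pairs at an unadjusted p under 0.05, but 6 gave as large a median ratio of the variation between pairs to that within them, and after adjustment the real pairing had 0 genes while others had up to 9. The leading component of the array means explained 59.6% of their variation. Whether it comes from the GC content of the probes (r = 0.126 across genes) or from signal intensity (r = -0.194 across genes, 0.194 in size) cannot be told apart, as both coefficients lie between the sizes set beforehand for and against them, and genes are not independent replicates. Among the largest differences between arrays were those of 6 probes without a gene name, A_64_P119127, A_64_P045137, A_64_P105254, A_64_P027359, A_64_P126936 and A_64_P033034, with ranges of 5.70, 5.66, 4.15, 3.91, 3.85 and 3.36 between arrays and differences of at most 1.47 within an array. They were lowest on array 2 and highest on array 4. The RGC markers Slc17a6, Nefm and Pou4f2 had ranges of 3.67, 3.15 and 2.8, but were highest on array 2 and lowest on array 4. Their differences within an array reached 4.1, 3.1 and 4.01. Cd74 (range 2.34) and TC588776 (2.76) went with the probes. The leading component also set array 2 (-0.71) against array 4 (0.69). In the RGC markers of Table 4, both channels of array 2 were high and both of array 4 low. The shared deviations thus include the RGC pattern. Whether retinas put on the same array shared a litter, a day or an extraction is not stated, and no biological explanation was tested.

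ONC1 and ONC3 were the closest of the 28 pairs of channels, with a scaled median absolute log2 difference of 0.112 against 0.228 for the next pair, ONC2 and ONC3. A single RNA extract hybridized on 2 arrays may give such closeness, but 126 genes were over 2-fold apart between them, while CTR2 and ONC2 had 69, so the question stays open. That these 2 retinas were alike was not tested.

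Of 18 lists written by hand, fry called 0 after adjustment over the lists (smallest adjusted p 0.120), with 3 at an unadjusted p under 0.05. Camera, which presets the correlation between genes, called complement (adjusted p 0.00138), interferon (median log2 fold change -0.40 over 18 genes, 0 higher, adjusted p 0.00708), microglia (-0.32 over 16 genes, 1 higher, adjusted p 0.00885), bipolar cells (0.20 over 10 genes, 9 higher, adjusted p 0.00885) and rods and cones (-0.28 over 13 genes, 4 higher, adjusted p 0.0391), and in the main processing none of these held under fry after adjustment. Under fry, rods and cones passed adjustment over the lists with median scaling (0.00267), with Aquantile (0.0124) and without the filter (0.0461), bipolar cells with Aquantile (0.0124), without the filter (0.0164) and without ONC2 (0.00376), and Müller cells with median scaling (0.0266), with Aquantile (0.0378) and without the filter (0.0323), under no other setting. The exact permutation p reached 0.0286, the smallest possible, for Müller cells (-0.24 over 10 genes, 3 higher) and for rods and cones, before adjustment. The other medians were 0.10 for amacrine cells (10 genes), 0.15 for blood (4), 0.02 for cornea and conjunctiva (11), -0.06 for horizontal cells (6), -0.32 for lens (19), -0.36 for MHC class II (7), 0.04 for oligodendrocytes (5, with a mean of -0.03) and 0.19 for pigment epithelium (5). The directions for cornea and conjunctiva, horizontal cells and oligodendrocytes flipped under at least 1 scaling. The counts take in only genes that passed the filter, so they do not show whether cells of a given type were present, and dye and condition are confounded.

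Other splits of the 8 channels into 4 and 4 show whether chance can be excluded for each result. For genes called by limma, 2 of 35 splits gave as many, so chance cannot be excluded, and the other split, with CTR1, CTR3, CTR4 and ONC4 on one side, gave 285. Among the 8 splits that part the channels of all arrays, only the real one gave as many, which with 8 splits cannot exclude chance either. For the criterion of the methods, 1 of 35 splits gave as many, the real one with 510, and the split with CTR1, CTR3, CTR4 and ONC4 on one side came near with 473. This is the smallest share 35 splits can give, but it ignores that channels share arrays. Among the 8 splits that part the channels of all arrays it was 1 of 8, too few to exclude chance, and the real split is also the split of the dyes, so no value within a dye can be had. For the RGC markers 5 of 35 splits (3 of those 8) gave a median as large, for the complement list 6 (2) and for the Notch list 26 (5). The difference in very stably expressed genes was as large in 12 splits (3), that in synergistic complement pairs in 10 (4) and that in synergistic Notch pairs in 11 (3). Chance can be excluded for none of these 6.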
